# Sprouty2 limits intestinal tuft and goblet cell numbers through GSK3β-mediated restriction of epithelial IL-33

**DOI:** 10.1038/s41467-021-21113-7

**Published:** 2021-02-05

**Authors:** Michael A. Schumacher, Jonathan J. Hsieh, Cambrian Y. Liu, Keren L. Appel, Amanda Waddell, Dana Almohazey, Kay Katada, Jessica K. Bernard, Edie B. Bucar, Safina Gadeock, Kathryn M. Maselli, M. Kay Washington, Tracy C. Grikscheit, David Warburton, Michael J. Rosen, Mark R. Frey

**Keywords:** Growth factor signalling, Differentiation, Interleukins, Inflammatory bowel disease

## Abstract

Dynamic regulation of intestinal cell differentiation is crucial for both homeostasis and the response to injury or inflammation. Sprouty2, an intracellular signaling regulator, controls pathways including PI3K and MAPKs that are implicated in differentiation and are dysregulated in inflammatory bowel disease. Here, we ask whether Sprouty2 controls secretory cell differentiation and the response to colitis. We report that colonic epithelial Sprouty2 deletion leads to expanded tuft and goblet cell populations. Sprouty2 loss induces PI3K/Akt signaling, leading to GSK3β inhibition and epithelial interleukin (IL)-33 expression. In vivo, this results in increased stromal IL-13+ cells. IL-13 in turn induces tuft and goblet cell expansion in vitro and in vivo. Sprouty2 is downregulated by acute inflammation; this appears to be a protective response, as VillinCre;Sprouty2^F/F^ mice are resistant to DSS colitis. In contrast, Sprouty2 is elevated in chronic colitis and in colons of inflammatory bowel disease patients, suggesting that this protective epithelial-stromal signaling mechanism is lost in disease.

## Abstract (web summary)

Dynamic regulation of colonic secretory cell numbers is a critical component of the response to intestinal injury and inflammation. Here, the authors show that loss of the intracellular signalling regulator Sprouty2 in the intestinal epithelial cells is a protective response to injury that leads to increased secretory cell numbers, thus limiting colitis severity.

## Introduction

Tight control of secretory cell differentiation is crucial for maintaining a healthy intestinal epithelium. For example, secretory tuft and goblet cells perform defensive roles against disease by supporting tissue maintenance and repair and providing a physical mucus barrier against the external environment^1–3^, and defects in these cells predispose to or exacerbate barrier dysfunction and inflammation^4,5^. On the other hand, excessive secretory cell development at the expense of absorptive lineages could in theory also be detrimental. Like many elements of intestinal physiology, a careful balance in a Goldilocks zone is required. Furthermore, the optimal mix of lineages may change rapidly in the face of injury or inflammation^6–8^, requiring the organ to rapidly alter its cellular composition to deal with current conditions.

Despite the importance of tight, and apparently dynamic, regulation of secretory differentiation, relatively little is known about how this balance is maintained. What is clear is that intracellular signaling plays a major role. PI3K and MAPK signals rapidly alter the balance of secretory cell development^9–11^. Some of these pathways are dysregulated in inflammatory bowel disease (IBD), and defects in them likely play a key role in epithelial dysfunction during chronic inflammation^12,13^. However, the mechanisms by which diverse signals (MAPKs, PI3K/Akt, Wnts, etc.) are integrated and regulated in the gut are not well understood.

Sprouty2 is a widely expressed regulator and integrator of intracellular signaling downstream of receptor tyrosine kinases. It was originally identified as a critical player in branching morphogenesis in the developing mammalian lung^14–17^, and its ability to bind and inhibit Raf^18,19^ placed it as a regulator of the canonical MAPK cascade (i.e., Ras-Raf-MEK-ERK). Since then, docking sites on Sprouty2 for molecules such as the ubiquitin ligase Cbl^20,21^, the adapter protein Grb2 (ref. ^22^), Src^22,23^, and components of the PI3K pathway^24,25^ have been identified, pointing to a broader and more integrative role in controlling and shaping signaling. As these pathways are involved in the cellular differentiation and immune responses in various tissue types, we sought to determine the function of Sprouty2 in the colonic epithelium.

To address this question, we used coordinated in vivo (intestinal epithelial-specific Sprouty2 knockout mice) and in vitro (colonoid culture) approaches to study how Sprouty2 fine-tunes the intestinal environment by modulating epithelial function, cell differentiation, and cytokine production. We find that Sprouty2 is a key regulator of tuft and goblet cell census in the colon, through an epithelial–stromal circuit involving PI3K, GSK3β, IL-33, and IL-13. Furthermore, Sprouty2 expression was responsive to acute inflammatory stimuli, suggesting that it is a mediator of dynamic changes to secretory cell populations in response to acute challenge. While inflammatory cytokine-induced suppression of Sprouty2 was conserved in healthy human tissues, Sprouty2 levels were in contrast elevated in human IBD. Thus, loss of this mechanism potentially contributes to disease by removing a compensatory response to injury and inflammation.

## Results

### Sprouty2 is robustly expressed in the colonic epithelium but is repressed by inflammation

As a first step toward identifying the function of Sprouty2 in the gut, we analyzed its expression pattern. *Spry2* was present throughout the intestinal tract, with highest levels in the colon (Fig. 1a). It was enriched in the epithelium, with low expression in the subepithelial space (Fig. 1b). As an integrator of extracellular stimuli, Sprouty2 expression is repressed by inflammatory challenge in airway epithelial cells^26^; to test if it is similarly regulated in the colon, we subjected mice to dextran sodium sulfate (DSS) colitis for 4 days to cause acute damage, followed by 3 days of recovery (Fig. 1c). Sprouty2 RNA and protein levels were significantly reduced by 3 days post DSS injury (Fig. 1d, e), correlating with elevated *Tnf* (Fig. 1d). In vitro, TNF inhibited *SPRY2* expression in human colonic epithelial organoid cultures (colonoids), cultured human (HT-29) colonocytes (Fig. 1f), murine colonoids (Fig. 1g), and cultured mouse (YAMC) colonocytes (Fig. 1h, i). Collectively, these data show that Sprouty2 is an inflammation-regulated epithelial target both in vivo and in vitro.

**Fig. 1:**
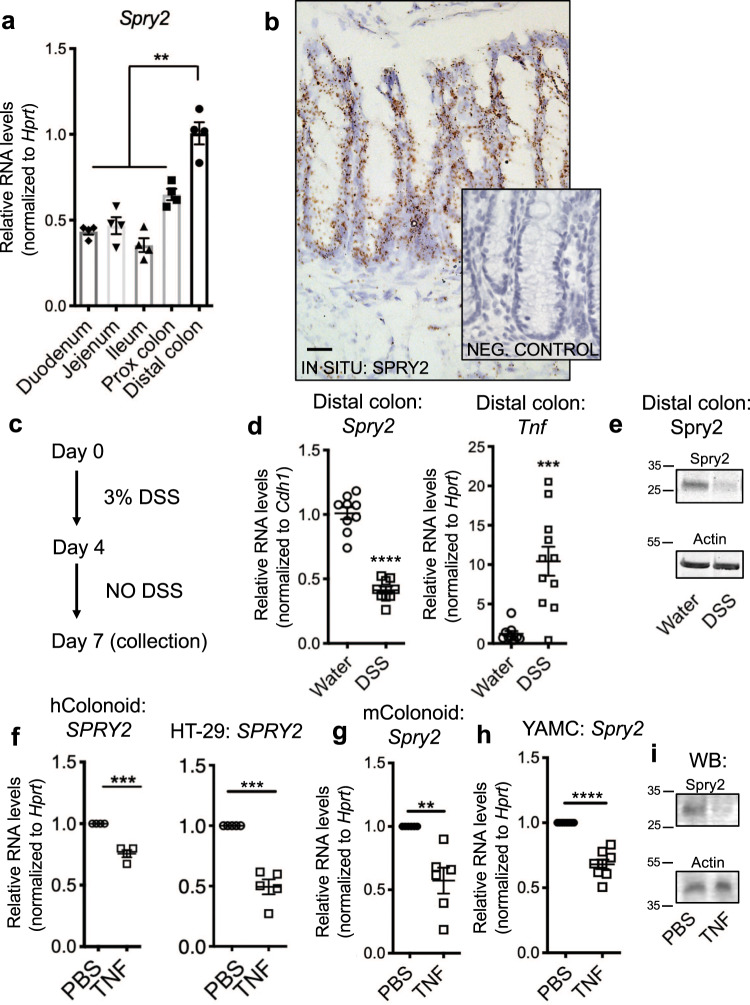
Sprouty2 is highly expressed in the colonic epithelium and repressed by inflammation. **a** Expression of *Spry2* was analyzed in tissue homogenates along the length of the intestinal tract by qPCR (*n* = 4 mice; **p < 0.01). **b** In situ analysis of murine distal colonic sections showed *Spry2* is predominantly expressed within the epithelial compartment. Scale bar = 25 µm; representative of stains of three mice. **c** Mice were subjected to 3% DSS in drinking water for 4 days followed by 3 days chase to induce colitis and **d** distal colonic homogenates were analyzed by qPCR for *Sprouty2* (*n* = 9 mice per group; ****p < 0.0001) and *Tnf* (*n* = 11 mice per group, ***p = 0.0003). **e** Western blot for Sprouty2 on colonic homogenate from water and DSS-treated mice (representative of four mice per group). **f** Primary human (*n* = 4 independent cultures derived from four surgical specimens; ***p = 0.0002) colonic epithelial colonoids, human colonic cells (HT-29; *n* = 5 independent experiments; ***p = 0.0003), **g** murine (*n* = 6 cultures derived from six mice; **p = 0.0018) colonoids, and **h** immortalized mouse colon cells (YAMC; *n* = 8 independent experiments; ****p < 0.0001) were treated with TNF (100 ng/ml) for 24 h and analyzed by qPCR for *SPRY2* levels. **i** Western blot for Sprouty2 in TNF-treated YAMC cells after 24 h (representative of four independent experiments). Data in this figure are presented as mean ± SEM. Analyzed by **a** one-way ANOVA with Tukey post hoc test or **d**, **f**–**h** two-sided *t* test.

### Tuft and goblet cell numbers are increased in the colons of Spry2^IEKO^ mice

To understand the functional outcome of inflammation-induced Sprouty2 repression in the colonic epithelium, we generated intestinal epithelial-specific Sprouty2 deletion mice (VillinCre;Spry2^flox/flox^, hereafter termed Spry2^IEKO^; Fig. 2a). Since the MAPK and PI3K cascades regulated by Sprouty2 are intimately involved in differentiation^9,11^, we analyzed lineage markers (Fig. 2b–f) and found a significant increase in tuft (*Dclk1*, *Trpm5*, and *Il25*) and goblet (*Muc2* and *Tff3*) cell marker expression in colonic homogenates of Spry2^IEKO^ mice compared to Cre-negative littermate controls. In contrast, markers for enteroendocrine (*ChgA*), stem (*Lgr5*, *Lrig1*), and absorptive (*Car2, Aqp8)* cells did not change, suggesting specificity in the response. To confirm that RNA changes correlated with increased tuft and goblet cell numbers, we stained colonic sections for Dclk1, chromogranin A, and Muc2 (Fig. 2g–i). Spry2^IEKO^ mice showed an increase in the number of both tuft and goblet cells, but not enteroendocrine cells. The differential regulation of secretory cells suggests an additional modulator of secretory pathways may be required for enteroendocrine specification^27^. To test whether *Spry2* deletion altered the epithelial cell life cycle, we analyzed proliferation and apoptosis in distal colon, but found no differences between Spry2^IEKO^ mice and control littermates (Fig. 2j, k). We also observed no differences in crypt length (Fig. 2l).

**Fig. 2:**
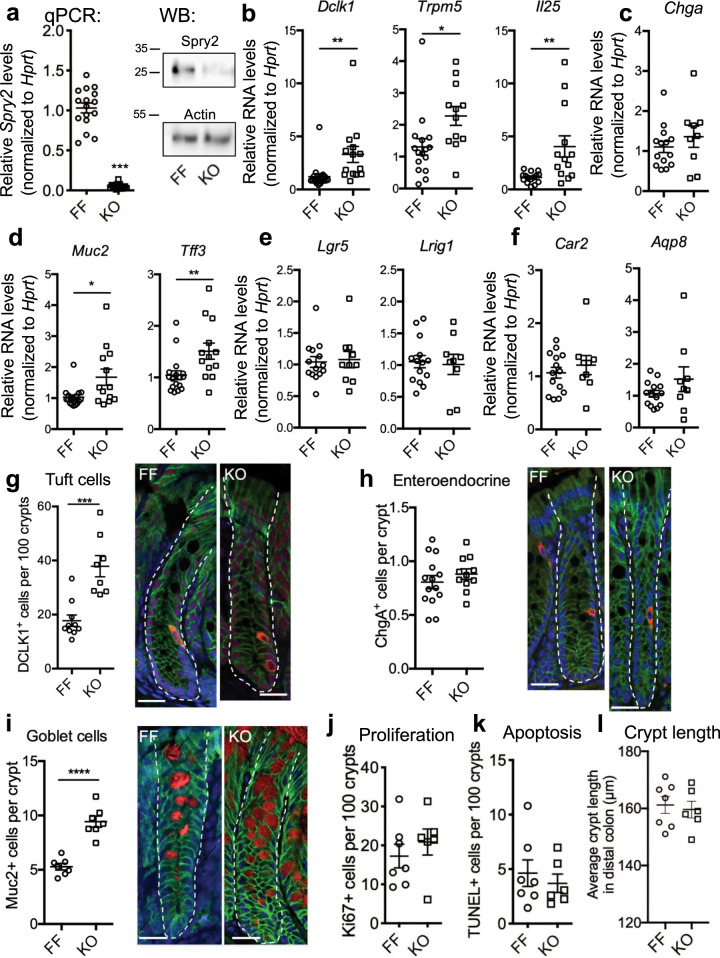
Loss of epithelial Sprouty2 results in expansion of colonic tuft and goblet cell numbers. **a** Deletion of Sprouty2 in Spry2^IEKO^ mice was confirmed by qPCR and western blot of colonic homogenates. **b** Tuft (*Dclk1*, *Trpm5*, and *Il25*), **c** enteroendocrine (*Chga*), **d** goblet (*Muc2* and *Tff3*), **e** stem (*Lgr5* and *Lrig1*), and **f** absorptive enterocyte (*Car2* and *Aqp8*) markers were measured in Spry2^IEKO^ colonic homogenates by qPCR. **g** Tuft (Dclk1^+^; in red), **h** enteroendocrine (ChgA^+^; in red), and **i** goblet (Muc2^+^; in red) cells were quantified by immunofluorescence staining of distal colonic sections. Green = E-cadherin. Scale bar = 25 µm. **j** Proliferation (Ki67+), **k** apoptosis (TUNEL+), and **l** crypt length were quantified in distal colons. Data are presented as mean ± SEM. Analyzed by two-sided *t* test. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Exact *p* values where appropriate are as follows **b** *Dclk1 p* = 0.0065; *Trpm5 p* = 0.0203; *Il25 p* = 0.0046; **d** *Muc2 p* = 0.0124; *Tff3 p* = 0.0099; **g** *p* = 0.0002. Number of mice analyzed, from five independent litters, in each panel as follows: **a** 16 per group; **b** *Dclk1* 19 FF, 14 KO; *Trpm5* 16 FF, 12 KO; *Il25* 15 FF, 13 KO; **c** 14 FF, 9 KO; **d** *Muc2* 17 FF, 13 KO; *Tff3* 17 FF, 13 KO; **e**, **f** 14 FF, 9 KO; **g** 10 FF, 8 KO; **h** 14 FF, 8 KO; **i** 7 FF, 7 KO; and **j**–**l** 7 FF, 6 KO.

### Sprouty2 deletion induces colonic epithelial IL-33 expression

The intestinal epithelium is a potent producer of cytokines that shape epithelial and immune responses in the gut. IL-33 is a member of the IL-1 superfamily with reported expression in both the epithelium and mesenchyme. It is linked to secretory cell development, which may be a response mechanism to protect the epithelium from insult. However, the environmental and intracellular signals differentially regulating IL-33 expression in different cell types are not well understood. To test whether Sprouty2 might influence tuft and goblet cell expression through modulation of IL-33 expression, we first performed qPCR analysis on distal colonic homogenates. We observed a significant increase in *Il33* expression in Spry2^IEKO^ mice versus control littermates (Fig. 3a). IL-33 induction specifically in the epithelium was confirmed by ELISA on distal colonic epithelial scrapings (Fig. 3b). To test for IL-33 release, we cultured isolated distal colonic epithelia for 6 h. Conditioned media from these cultures showed elevated IL-33 release from Sprouty2-null cultures (Fig. 3c). Similar to the in vivo results, *Il33* was durably elevated in passaged knockout colonoids (Fig. 3d), specifically demonstrating increased epithelial expression. Interestingly, while tuft and goblet cell markers were elevated in Sprouty2-null epithelia in vivo (Fig. 2), this was not the case in passaged colonoids (Fig. 3d), suggesting a requirement for an additional, extra-epithelial signal.

**Fig. 3:**
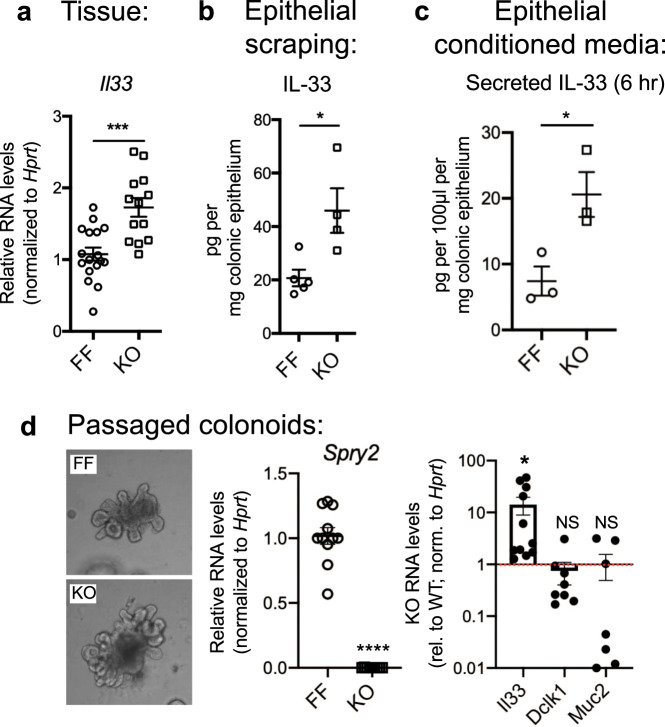
Colonic epithelial IL-33 expression is increased in Spry2^IEKO^ mice. **a** *Il33* expression was measured by qPCR in colonic homogenates from Spry2^FF^ and Spry2^IEKO^ mice (*n* = 17 FF, 13 KO; ***p = 0.0002). **b** IL-33 protein was measured in colonic epithelial scrapings by ELISA (*n* = 5 FF, 4 KO; *p = 0.0172). **c** Secreted IL-33 was measured in conditioned media from epithelial peels after 6 h incubation by ELISA (*n* = 3 per group; *p = 0.0314). **d** Expression of *Spry2* (*n* = 11 FF, 9 KO cultures; ****p < 0.0001), *Il33* (*n* = 11 cultures; *p = 0.0221)*, Dclk1* (*n* = 8 cultures), and *Muc2* (*n* = 7 cultures) was assayed by qPCR in passaged colonoids generated from Spry2^FF^ and Spry2^IEKO^ mice. *Il33*, *Dclk1*, and *Muc2* expression in Spry2^IEKO^ is presented relative to Spry2^FF^ mice (indicated by red dashed line *n* = 11 cultures). In figure, each colonoid culture was generated from a separate mouse and data are presented as mean ± SEM. Analyzed by two-sided *t* test.

### Tuft and goblet cell expansion in Spry2^IEKO^ mice requires stromal signals

In the intestine^1,6,28^, stomach^29^, and skin^30^ IL-33 can drive IL-13 release from type 2 innate lymphoid cells (ILC2s). We performed in situ analysis for *Il13*^+^ cells and found a significant increase in their numbers within colonic stromal tissue of Spry2^IEKO^ mice (Fig. 4a). We also found elevated levels of IL-13 protein in distal colonic epithelial scrapings by ELISA (Fig. 4b). To further confirm ILC2 numbers, we stained sections for Gata3, a marker expressed by ILC2s^31,32^ and observed elevated numbers of Gata3^+^ cells within the colonic epithelium. Furthermore, we detected enrichment of an intestinal ILC2 signature^31^ by gene set enrichment analysis on RNA-sequencing results from colons of these mice (Fig. 4d).

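RNA from full-thickness distal colon of 6 Spry2IEKO mice, in which Cre under the villin promoter removes Sprouty2 from the intestinal epithelium, and of 6 Spry2FF mice without Cre was sequenced mouse by mouse. The mice came from 2 litters, A and B, with 3 mice of each genotype in each litter. The Spry2FF group held 3 males and 3 females, and the Spry2IEKO group 1 male and 5 females. The paper gives single-ended reads of 75 bases, a depth of about 10 M reads per sample and an age of 8 to 10 weeks, whereas the deposited labels describe paired-end reads and ages of 6 and 8 weeks. The authors pseudoaligned the reads with kallisto to obtain the abundance of each transcript, normalized for its length and the reads of the sample (TPM). The deposited values are TPM that were scaled once more between mice. Their totals ran from 918816 to 1069158 in Spry2FF mice, with a median of 990414, and from 972094 to 1065858 in Spry2IEKO mice, with a median of 1004196. These totals are not read counts, so the depth of each library is unknown from the values, and no counting interval is given. Between 18655 and 19753 genes were above 0 in a mouse.

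After repeated entries were dropped, the values of all transcripts of a gene were summed, and these sums are called normalized TPM here. The 15880 genes with a mean of at least 0.5 were compared by limma on log2(normalized TPM + 0.5), with Benjamini-Hochberg adjustment, so the changes of genes near 0.5 are understated. No covariate was used, and litter and sex were entered as alternatives. Gene positions are those of GRCm38 in GENCODE M21. Spry2 (ENSMUSG00000022114, chromosome 14, 105891947 to 105896819) served as a check of the labels. It was 20.0 ± 1.59 (SD, n = 6) in Spry2IEKO mice and 27.7 ± 3.29 (SD, n = 6) in Spry2FF mice, and all 6 Spry2IEKO mice were below all 6 Spry2FF mice (two-sided exact permutation test, p = 0.00216, the smallest that 6 mice against 6 allow). The log2 fold change was -0.45 (standard error 0.0877, adjusted p = 0.16 by limma), with -0.47 in litter A and -0.44 in litter B. Of the alternatives fixed in advance, females alone moved it most, to -0.55. The sum of 4 Y-linked genes was at least 113 in each of the 4 males and at most 2.76 in each female.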

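The published ILC2 signature was not used here, and a list of 28 ILC2 genes fixed in advance took its place. In a running sum over 19755 genes with a mean of at least 0.1, ranked by the signal-to-noise ratio between genotypes, the 23 listed genes among them had an enrichment score of 0.463 toward Spry2IEKO mice (gene permutation with 10000 random lists of the same size, two-sided p = 0.0625). The score was 0.383 in litter A and 0.478 in litter B. An unweighted running sum moved it most among the alternatives fixed in advance, to 0.294, with a p of 0.0307. With 1 mouse left out at a time, the p was under 0.05 in 5 of 12 cases and lowest without Spry2FF replicate 3, at 0.0018, where the score was 0.601. The p of limma's camera test, with its preset correlation between genes, was 0.0455, and that of fry, which uses the correlation in these mice, was 0.276.

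With the mice rather than the genes as replicates, the mean z-score over the list was 0.143 ± 0.464 (SD, n = 6) in Spry2IEKO mice and -0.143 ± 0.456 (SD, n = 6) in Spry2FF mice. This difference of 0.286 was smaller than the spread between mice (exact permutation test over all splits of the mice, two-sided p = 0.301). It was 0.377 in litter A and 0.196 in litter B (exact permutation within litters, p = 0.29). By limma, 0 of the 15 listed genes in the test passed an adjusted p of 0.05 over all genes, 2 did when adjusted over the list alone, and the same 2 had an unadjusted p under 0.05. These were Il17rb (ENSMUSG00000015966, chromosome 14, 29996135 to 30008896) and Lpcat2 (ENSMUSG00000033192, chromosome 8, 92855339 to 92919279). Il17rb was 3.19 ± 0.752 (SD, n = 6) in Spry2IEKO mice and 2.05 ± 0.254 (SD, n = 6) in Spry2FF mice, a log2 fold change of 0.52 (standard error 0.153, adjusted p = 0.628 by limma). Lpcat2 was 16.7 ± 2.82 (SD, n = 6) and 11.6 ± 1.37 (SD, n = 6), a log2 fold change of 0.50 (standard error 0.116, adjusted p = 0.322 by limma). Tuft cells can express both genes, and this tissue holds them. Areg (ENSMUSG00000029378, chromosome 5, 91139599 to 91148432) changed the other way, by a log2 fold change of -0.71 (standard error 0.334, adjusted p = 0.822 by limma). In 5 of the 6 Spry2IEKO mice it was below all Spry2FF mice, and in Spry2IEKO replicate 12, at 40.6, it was above all of them.

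Gata3 (ENSMUSG00000015619, chromosome 2, 9857078 to 9890034) was 0.339 ± 0.158 (SD, n = 6) in Spry2IEKO mice and 0.295 ± 0.167 (SD, n = 6) in Spry2FF mice (exact permutation test, two-sided p = 0.649). Il13 (ENSMUSG00000020383, chromosome 11, 53631324 to 53634702) was listed at 0 in all 12 mice. The paper reports more Il13-positive cells by in situ hybridization, more Gata3-positive cells by staining and more IL-13 protein in epithelial scrapings by ELISA. RNA of the whole tissue at these low levels is a different measure and does not test those results. From its gene set enrichment analysis, the paper states that an intestinal ILC2 signature is enriched in these colons.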

**Fig. 4:**
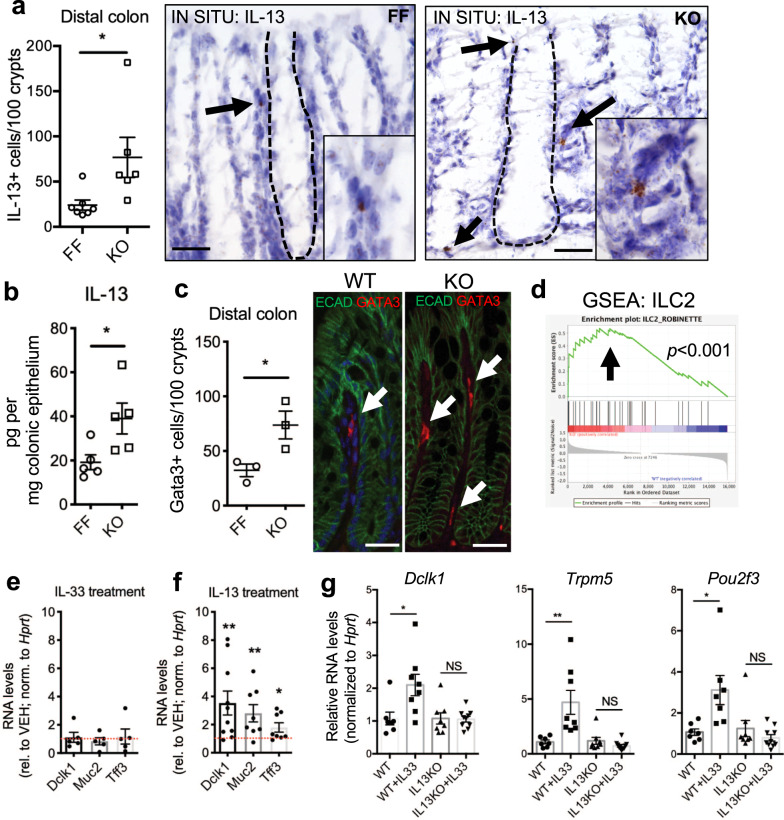
IL-33-driven tuft and goblet cell expansion requires stromal IL-13. **a** Distal colonic sections from Spry2^FF^ and Spry2^IEKO^ mice were probed for *Il13* by in situ RNAscope analysis and counted for IL-13^+^ cells per 100 crypts (dashed line around colonic crypt at base of epithelium); *n* = 7 FF, 6 KO mice; *p = 0.0301. Scale bar = 25 µm. **b** Epithelial scrapings from Spry2^FF^ and Spry2^IEKO^ mice were measured for IL-13 levels by ELISA; *n* = 5 per group; *p = 0.0338. **c** Number of Gata3^+^ cells was quantified in distal colonic tissue. Gata3 = red, E-cadherin = green; *n* = 3 per group; *p = 0.0409. Scale bar = 25 µm. **d** Gene set enrichment analysis (GSEA) using a published intestinal ILC2 gene signature from bulk tissue^31^ was performed on RNA sequencing of distal colonic homogenates; *n* = 6 per group. Colonoids generated from WT mice were treated with **e** IL-33 (100 ng/ml, *n* = 5 cultures per group) or **f** IL-13 (10 ng/ml, *n* = 8 cultures per group) for 24 h, and analyzed for tuft (*Dclk1*) and goblet cell (*Muc2, Tff3*) marker expression. Each colonoid culture was from a different mouse. *p < 0.05; **p < 0.01. **g** WT and IL-13^*−/−*^ mice were i.p. injected with PBS or IL-33 for 4 days, and distal colonic expression of tuft cell markers (*Dclk1*, *Trpm5*, and *Pou2f3*) was assayed by qPCR, revealing a requirement for IL-13 in IL-33 mediated tuft cell induction in the colon; *n* = 7 WT + PBS, 8 WT + IL-33, 8 IL-13KO + PBS, and 10 IL-13KO + IL-33. *p < 0.05; **p < 0.01. Data are presented as mean ± SEM. Analyzed by **a**–**f** two-sided *t* test or **g** one-way ANOVA with Tukey post hoc test.

To test if tuft and goblet cell expansion is an epithelial-intrinsic response to IL-33 or in contrast requires IL-13, we treated colonoids from wild-type mice with these cytokines. Exogenous IL-33 was not sufficient to promote expression of tuft *(Dclk1)* or goblet *(Muc2* and *Tff3)* cell markers in colonoids (Fig. 4e), while IL-13 robustly induced these genes (Fig. 4f). In vivo, we found that tuft cell marker induction in the colon by IL-33 injection did not occur in IL-13 KO mice (Fig. 4g), extending previous work demonstrating similar findings for goblet cells^33^. Together these results suggest an epithelial–stromal circuit in which Sprouty2 downregulation allows for IL-33 expression in the epithelium, promoting IL-13 release in the subepithelial cells which in turn signals back to the epithelium to alter cell differentiation patterns, consistent with a recent study on IL-33-driven ileal goblet cell hyperplasia^33^.

Increased ILC2 presence is frequently associated with activation of Th2 immunity (e.g., in response to Helminth infection). To test whether loss of epithelial Sprouty2 drives substantial changes in the baseline immune profile of the colon, we examined canonical cytokine markers for Th1, Th2, or Th17 immunity in RNA-sequencing data generated from distal colonic homogenates of Spry2^FF^ and Spry2^IEKO^ mice. 

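The cytokines of Fig. 5a–c are 5 markers each of Th1, Th2 and Th17 immunity, and 10 of the 15 had a mean under 0.5 normalized TPM in both genotypes. Each was compared by a two-sided exact permutation test of the mean over all splits of the 12 mice into 6 and 6, with adjustment over the 15 genes. None passed an adjusted p of 0.05, and the count at an unadjusted p under 0.05 was also 0. Means were higher in Spry2IEKO mice for 9 genes and lower for 5, and Il9 was listed at 0 in every mouse.

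The lowest p was that of Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007), at 1.16 ± 0.657 (SD, n = 6) in Spry2IEKO mice and 0.568 ± 0.569 (SD, n = 6) in Spry2FF mice (exact permutation test, p = 0.117, adjusted p = 0.917). Its difference was 1.01 in litter A and 0.162 in litter B. Without Spry2FF replicate 10 its p by the exact permutation test was 0.039, with an adjusted p of 0.584. Among Th2 cytokines, Il10 was 0.114 ± 0.188 (SD, n = 6) in Spry2IEKO mice and 0.0981 ± 0.0894 (SD, n = 6) in Spry2FF mice, and Il5 was above 0 in 3 mice of each genotype. Il4 (ENSMUSG00000000869, chromosome 11, 53602982 to 53618669) was 2.39 ± 1.05 (SD, n = 6) and 2.83 ± 0.849 (SD, n = 6), most of it from 1 noncoding transcript. Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) had the highest level of the list, 10.7 ± 5.39 (SD, n = 6) in Spry2IEKO mice and 8.67 ± 2.91 (SD, n = 6) in Spry2FF mice (exact permutation test, p = 0.461), higher in litter A by 4.42 and lower in litter B by a difference of -0.335. At these levels a difference smaller than the spread between mice was not detectable. The count of 0 did not change on a log scale, by rank sums or with any 1 mouse left out. In females alone and within litters no single gene could have passed, so these say nothing about it.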

We detected no significant differences between genotypes, suggesting the baseline immune profile is not highly altered by loss of Sprouty2 (Fig. 5a–c). These findings were confirmed by qPCR analysis in a subset of cytokine markers (Fig. 5d–f). As an ancillary approach to identifying changes in the immune cell landscape, we next used a computational approach to identifying specific changes in immune cell subsets within the colon. We applied the well-validated CIBERSORT algorithm^34^ to our dataset. This computational cell-type identification method estimates relative immune cell abundances from a mixed cell input, and has been previously validated for use in intestinal tissues^35,36^. Results from this analysis indicated no significant differences in relative abundance of major leukocyte and lymphocyte subtypes detectable with the immune gene set^37^ applied (Fig. 5g), suggesting loss of Sprouty2 does not broadly drive changes in the colonic immune profile, but is rather specific to ILC2s.

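CIBERSORT and its LM22 signature were not used here. In their place, 9 lists of marker genes fixed in advance, 1 for each class of immune cell, were scored in each mouse as the mean z-score of log2(normalized TPM + 0.5). The scores are relative between mice and are not cell fractions. They were compared by two-sided exact permutation tests with adjustment over the 9 classes.

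All 9 scores were higher in Spry2IEKO mice, and 8 of the classes had an adjusted p of at least 0.205. The difference was 0.511 for B cells (exact p = 0.318), 0.726 for plasma cells (exact p = 0.162), 0.512 for T cells (exact p = 0.357) and 0.857 for natural killer cells (exact p = 0.0455). It was 0.247 for macrophages (exact p = 0.6), 0.580 for dendritic cells (exact p = 0.249), 0.534 for eosinophils (exact p = 0.208) and 0.237 for neutrophils (exact p = 0.325). The score of macrophages was higher by 0.695 in litter A and changed by -0.202 in litter B, and the other classes kept their direction in both litters. The scores are not independent. Spry2IEKO replicate 4 was highest for B, plasma, T, natural killer and dendritic cells and eosinophils. Without it the difference was 0.269 for B cells, 0.188 for T cells and 0.0863 for macrophages. Every class kept its direction, with a smaller difference for all but mast cells (0.588). The eosinophil and neutrophil scores rest on 3 genes each.

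The mast cell score, from 5 listed genes, was 0.278 ± 0.300 (SD, n = 6) in Spry2IEKO mice and -0.278 ± 0.337 (SD, n = 6) in Spry2FF mice (exact permutation test, p = 0.00433, adjusted p = 0.039), with a difference of 0.153 in litter A and 0.957 in litter B. When mice were exchanged only within their litters, its adjusted p by the exact permutation test was 0.09, and with another pseudocount, 0.1 or 1, it was 0.0584. Cma1 (ENSMUSG00000022225, chromosome 14, 55941451 to 55944675) was 21.3 ± 7.58 (SD, n = 6) in Spry2IEKO mice and 5.24 ± 1.98 (SD, n = 6) in Spry2FF mice. Without Cma1, a comparison chosen after the values were seen, the list had a difference of 0.264 (exact permutation test, p = 0.318), with -0.351 in litter A and 0.878 in litter B. With 1 mouse left out at a time, the adjusted p of the full list by the exact permutation test was at least 0.0584 in 9 of 12 cases and highest without Spry2IEKO replicate 8, at 0.175. From its comparison of immune cell subsets, the paper proposes that loss of Sprouty2 does not change the colonic immune profile broadly but acts on ILC2s.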

**Fig. 5:**
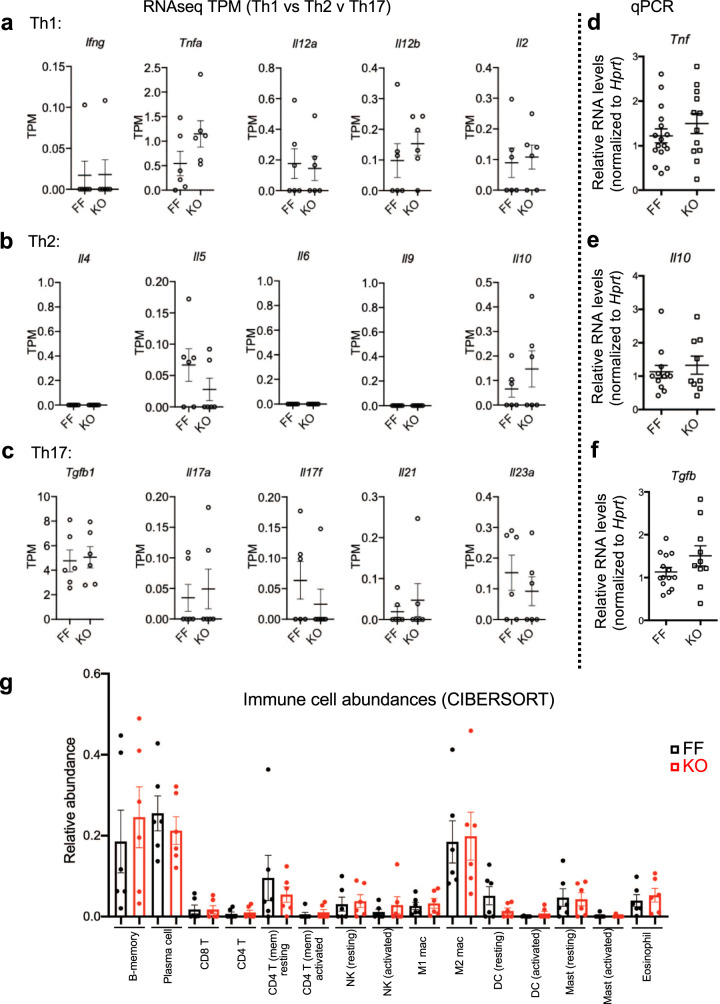
Canonical markers of Th1, Th2, and Th17 immunity are unchanged in Spry2^IEKO^ mice. RNA sequencing was performed on distal colonic homogenates from Spry2^FF^ and Spry2^IEKO^ mice. **a**–**c** Expression levels (as transcripts per million, TPM) of canonical Th1, Th2, and Th17 cytokines were compared between groups; *n* = 6 mice per group. **d**–**f** Expression of principal drivers of Th1, Th2, and Th17 immunity were confirmed by qPCR in a larger cohort of mice (*Tnf*, *n* = 16 FF, 12 KO; *Il10*; *n* = 12 FF, 9 KO; and *Tgfb*, *n* = 14 FF, 10 KO). **g** The relative abundance of immune cell subtypes was estimated in distal colons of Spry2^FF^ and Spry2^IEKO^ mice by CIBERSORT; *n* = 6 mice per group. Data are presented as mean ± SEM. Analyzed by two-sided *t* test.

### Sprouty2 loss leads to GSK3β inhibition, thus promoting colonic IL-33 expression

To understand the precise signaling mechanisms through which Sprouty2 controls epithelial IL-33, we performed a screen for phosphorylated growth factor receptor signaling outputs on Spry2^IEKO^ and Cre-negative Spry2^FF^ littermates. This analysis showed increased serine 9 phosphorylation on the Wnt regulator, GSK3β, in Spry2^IEKO^ mucosa, shown here by western blot on distal colonic lysates demonstrating elevated S9 GSK3β phosphorylation in Sprouty2-null colon (Fig. 6a). S9 is an Akt-mediated inhibitory phosphosite on GSK3β^38^ (see schematic in Fig. 6b), and western blot analysis for Ser473 phospho-Akt identified a significant increase in Spry2^IEKO^ mice (Fig. 6c). Furthermore, hallmark gene set enrichment analysis on the RNA-sequencing data from distal colon showed elevated K-Ras signaling (which includes PI3K and PI3K targets) in Spry2^IEKO^ mice (Fig. 6d). 

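The K-Ras list used here holds 199 genes, written from memory of the hallmark set and not checked against its database, with Spry2 left out because it is the deleted gene. Of these, 193 were ranked, and the enrichment score was 0.393 toward Spry2IEKO mice (gene permutation, p = 0.0001, the smallest that the random lists can give). The score was 0.434 in litter A and 0.202 in litter B, where its p was 0.713. The limma tests of the list gave a p of 0.0197 by camera and 0.339 by fry. In rankings by limma t, chosen after the values were seen, the enrichment score was 0.339 without a covariate (gene permutation p = 0.0003), 0.330 with the B cell score of each mouse as a covariate (gene permutation p = 0.0005), 0.243 with the adipocyte score (gene permutation p = 0.0993) and -0.228 with both (gene permutation p = 0.208). The adipocyte score was highest in 2 Spry2IEKO mice of litter A (1.40 and 2.23), and its list shares 2 genes with the K-Ras list.

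Per mouse, the score of the list was 0.0892 ± 0.393 (SD, n = 6) in Spry2IEKO mice and -0.0892 ± 0.270 (SD, n = 6) in Spry2FF mice, a difference within the spread between mice (exact permutation test, two-sided p = 0.385). The difference was 0.295 in litter A and 0.0615 in litter B. By limma, 1 of 183 listed genes passed over all genes and 4 when adjusted over the list alone. Of these 4, Etv4, Etv5 and Dusp6 were higher in Spry2IEKO mice, and Tspan7 was lower by a log2 fold change of -0.27.

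Etv4 (ENSMUSG00000017724, chromosome 11, 101769742 to 101785371) was 23.8 ± 1.88 (SD, n = 6) in Spry2IEKO mice and 12.1 ± 3.43 (SD, n = 6) in Spry2FF mice, a log2 fold change of 0.98 (standard error 0.146, adjusted p = 0.043 by limma), with 0.92 in litter A and 1.04 in litter B. Etv5 (ENSMUSG00000013089, chromosome 16, 22381309 to 22439719) was 6.59 ± 1.48 (SD, n = 6) and 3.59 ± 1.09 (SD, n = 6). Dusp6 (ENSMUSG00000019960, chromosome 10, 99263231 to 99267489) was 36.1 ± 4.18 (SD, n = 6) and 25.8 ± 3.72 (SD, n = 6). The adjusted p by limma was 0.345 for Etv5 and 0.25 for Dusp6. Etv4 lost its place past the threshold in 8 of 11 alternatives fixed in advance. Over all 11 of them, its adjusted p by limma ranged from 0.0459 to 0.939. It was 0.0532 with litter as a covariate and 0.169 with sex. With 1 mouse left out at a time it was past it in 1 of 12 cases, without Spry2FF replicate 10 (adjusted p = 0.00375 by limma), and reached 0.175 without Spry2IEKO replicate 11. Of other genes legible in the heat map of Fig. 6d, which the study chose on these libraries, Slpi had a log2 fold change of 1.01 and Hkdc1 of 0.81, and Il33 (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718) was 15.2 ± 1.13 (SD, n = 6) against 11.6 ± 2.38 (SD, n = 6).

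A list of 18 transcripts induced by ERK signaling, fixed in advance, had an enrichment score of 0.610 (gene permutation, p = 0.0056), and 0.586 in litter A and 0.585 in litter B. Its p by camera was 0.00105 and by fry 0.0301, not adjusted for the 3 lists, of which only this one held under fry. Dusp6, Etv4 and Etv5 passed when adjusted over the list alone and Etv4 over all genes, and 12 of the 18 were higher in Spry2IEKO mice. These 3 genes and Etv1 also stand in the heat map of Fig. 6d, which the study chose on these libraries. The list is therefore not independent of the paper's result, and its tests are no separate check of it. Its score per mouse differed by 0.434 (exact permutation test, p = 0.0714), with 0.660 in litter A and 0.209 in litter B, and without Spry2IEKO replicate 12 by 0.566 (exact permutation test, p = 0.013). From the enrichment of the hallmark K-Ras set, the paper states that K-Ras signaling is elevated in Spry2IEKO mice.

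**Figure D1:**
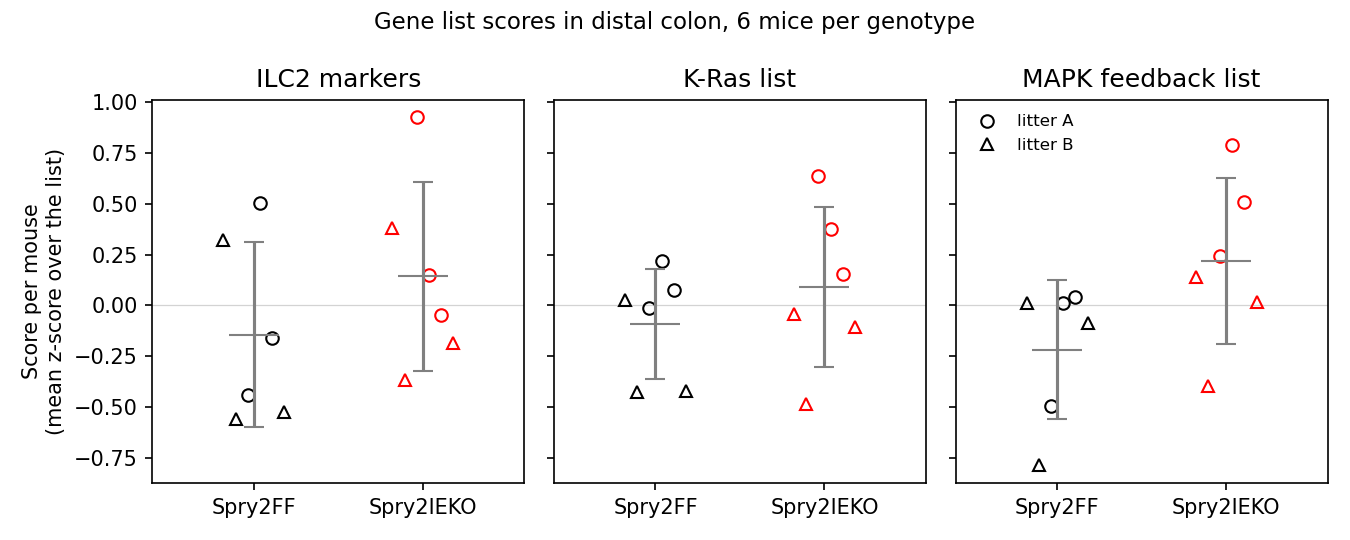
Score of each mouse (mean z-score over the list, no unit) for the ILC2, K-Ras and MAPK feedback lists, the last being the ERK-induced transcripts, in 6 Spry2FF (black) and 6 Spry2IEKO (red) mice of litter A (circles) and litter B (triangles). Grey bars are the mean and SD, and the groups overlap in all 3 lists.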

As GSK3β can regulate cytokine levels in some tissues, we asked whether it controls IL-33 expression in the colon and intestine. In both mouse colon epithelial cells (YAMC) and rat intestinal epithelial cells (IEC-6), inhibition of GSK3β using the specific inhibitor CHIR99021 resulted in increased *Il33* levels (Fig. 6e, f). Levels of the epithelial-expressed cytokine *Cxcl2* were unaltered, demonstrating this response was not a generalized cytokine regulation (Fig. 6e, f). Next, since Akt is negatively regulated by Sprouty2 (ref. ^24^) and is responsible for serine 9 phosphorylation on GSK3β^38^, we also hypothesized that Sprouty2 loss-driven *Il33* induction is through PI3K/Akt. In YAMC and IEC-6 cells, *Il33* levels were substantially reduced by PI3K/Akt inhibition (Fig. 6e, f). The same findings on *Il33* were observed in primary colon epithelial culture using colonoids (Fig. 6g). Like IL-33 treatment, GSK3β inhibition was also unable to induce tuft and goblet cell markers in colonoids (Fig. 6h). Together these data suggest that Sprouty2 repression of PI3K/Akt signaling is permissive for GSK3β activity, and that a baseline inhibition of IL-33 is released when Sprouty2 is repressed by inflammation.

**Fig. 6:**
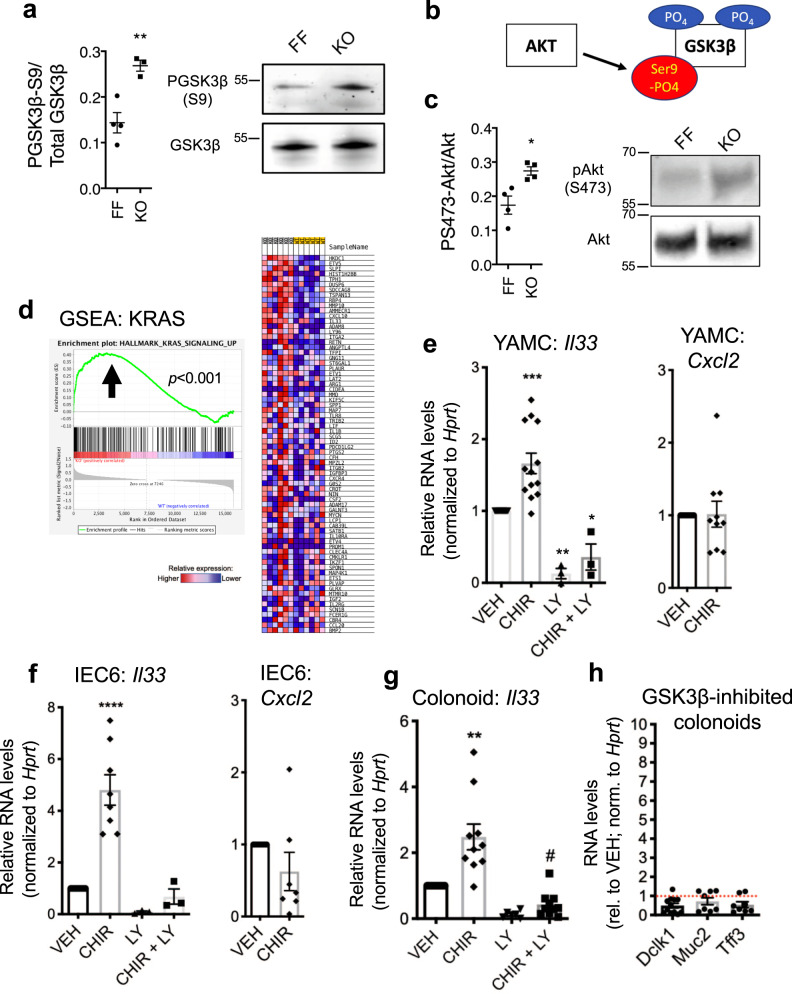
Sprouty2 loss leads to GSK3β inhibition, thus promoting colonic IL-33 expression. **a** Serine 9 phospho-GSK3β levels (**p = 0.0068) were measured in colonic homogenates from Spry2^FF^ (FF) and Spry2^IEKO^ mice (KO) by western blot. **b** Schematic of the Akt inhibitory phosphorylation of serine 9 on GSK3β. **c** Serine-473 phospho-Akt levels (*p = 0.0141) were measured in colonic homogenates from Spry2^FF^ (FF) and Spry2^IEKO^ mice (KO) by western blot. **d** Gene set enrichment analysis (GSEA) using the hallmark K-Ras gene signature was performed on RNA-sequencing results from distal colonic homogenates. Gene expression is defined in key where red indicates relative higher levels and blue indicates relative lower levels, per rank list metric in enrichment plot. **e**, **f** The effects of GSK3β inhibition (using CHIR99021, 3 µM) and/or PI3K/Akt inhibition (using LY294002, 10 µM) for 24 h on *Il33* and *Cxcl2* expression were measured in mouse colon (YAMC) cells, and rat intestinal epithelial (IEC-6) cells by qPCR. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. **g** *Il33* levels were measured in GSK3β or PI3K/Akt inhibited murine colonoids by qPCR. **p < 0.01 versus VEH; #*p* < 0.05 versus LY. **h** *Dclk1*, *Muc2*, and *Tff3* were measured in GSK3β inhibited murine colonoids by qPCR (presented as expression relative to vehicle treated group, indicated by dashed red line). In figure, each colonoid culture was generated from a separate mouse. Data are presented as mean ± SEM. Analyzed by one-way ANOVA with Tukey post hoc test or two-sided *t* test. Number of independent biological replicates for each dataset is: **a** *n* = 4 FF, 3 KO; **c** *n* = 4 per group; **d** *n* = 6 per group; **e** 13 independent experiments for *Il33*, VEH versus CHIR; 3 independent experiments for LY versus CHIR + LY; and for *Cxcl2*, VEH versus CHIR, *n* = 10 independent experiments. **f** Eight independent experiments for *Il33*, VEH versus CHIR; three independent experiments for LY versus CHIR + LY; for *Cxcl2*, seven independent experiments. In **g**, independent cultures for *Il33*, VEH, *n* = 10; CHIR, *n* = 10; LY, *n* = 6; and CHIR + LY, *n* = 10. In **h**, *Dclk*, *n* = 12 cultures; *Muc2*, *n* = 8 cultures; and Tff3, *n* = 8 cultures, (all compared to VEH *n* = 10).

### Spry2^IEKO^ mice are protected against DSS colitis

Tuft and goblet cells play important roles in protecting the colonic epithelium from damage, as demonstrated by spontaneous colitis in *Muc2*^*−/−*^ mice^4,39^ and increased susceptibility to DSS colitis in *Dclk1-*deficient animals^5,40^. Furthermore, IL-33 ameliorates DSS colitis^41,42^. This suggests that Spry2^IEKO^ mice, which have increased tuft and goblet cell numbers and elevated IL-33, might be protected from experimental colitis. To test this hypothesis, we subjected Spry2^IEKO^ mice and control littermates to acute DSS (3% in drinking water for 4 days, followed by 3 days chase on standard water). Sprouty2 deletion protected mice from weight loss (Fig. 7a), led to improved histopathology scores (Fig. 7b), reduced fecal lipocalin-2 (Fig. 7c), reduced colon shortening (Fig. 7d), and lowered inflammatory cytokine expression (Fig. 7e) following DSS. Apoptosis as measured by TUNEL stain was also significantly reduced in Spry2^IEKO^ colons (Fig. 7f). Notably, expression of the goblet cell marker Muc2 was elevated following DSS in the Spry2^IEKO^ distal colons compared to wild type (Fig. 7h). Furthermore, since Lgr5+ stem cells can be lost in acute inflammatory injury, we measured stem cell markers in distal colon by qPCR, and found that expression of *Lgr5* and *Lrig1* were spared in mice with Sprouty2 deletion in comparison to wild type (Fig. 7g). In contrast, *Bmi1*, which marks reserve stem cells and/or reversion-capable progenitors, was not altered (Fig. 7g).

**Fig. 7:**
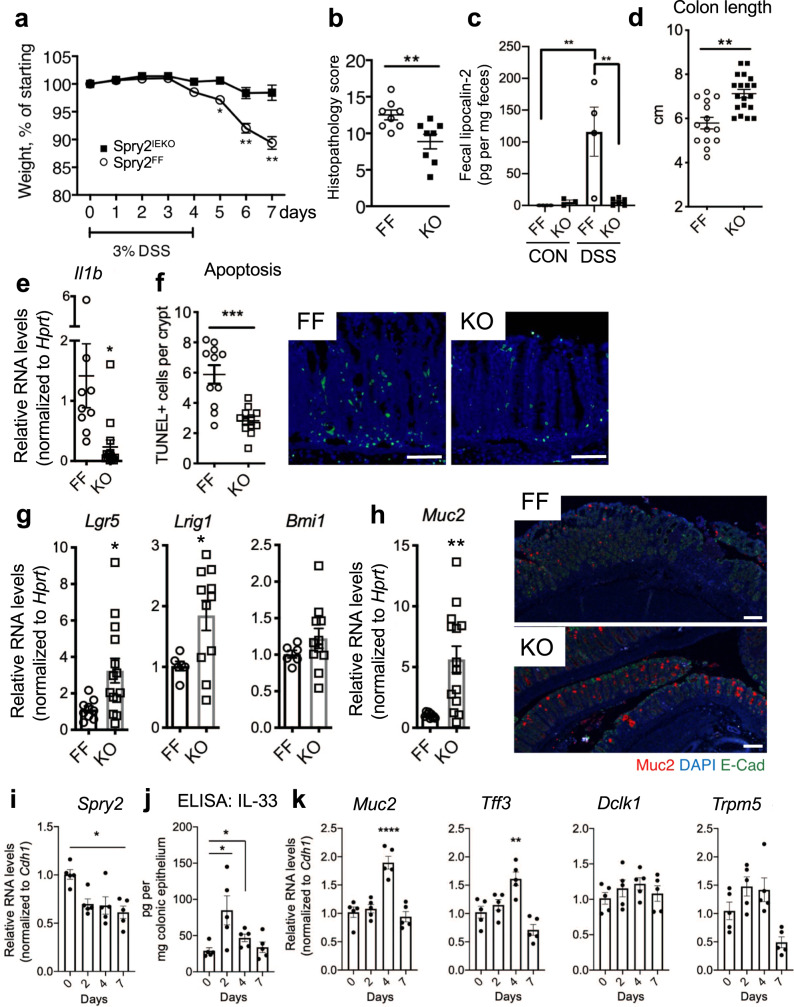
Spry2^IEKO^ mice are protected against DSS colitis. Spry2^FF^ and Spry2^IEKO^ mice were given 3% DSS in drinking water for 4 days, followed by 3 days of plain drinking water to induce colitis. **a** Weights were measured daily; *p < 0.05; **p < 0.01. **b** Colonic sections were scored by a blinded pathologist; **p = 0.0099. **c** Fecal lipocalin-2, a marker of intestinal inflammation, was measured by ELISA; **p < 0.01. **d** Colon lengths were measured (*p* = 0.0002) and **e** expression of *Il1b* was assayed in distal colonic homogenates by qPCR between DSS-treated groups at day 7 (*p* = 0.0146). **f** Apoptosis rate in distal colon (*p* = 0.0001) was measured by TUNEL stain (green). Scale bar = 75 µm. Expression of **g** *Lgr5* (*p* = 0.0212), *Lrig1* (*p* = 0.0280), *Bmi1*, and **h** *Muc2* (*p* = 0.0028) were analyzed by qPCR in distal colonic homogenates; colonic sections were subjected to immunofluorescence for Muc2 (red). Scale bar = 150 µm. **i** In wild-type (C57BL/6 J) mice subjected to 3% DSS for 4 days followed by 3 days of plain water, expression of *Spry2* was analyzed in colonic homogenates by qPCR and **j** IL-33 levels were measured in epithelial scraping at 0, 2, 4, and 7 days by ELISA. *p < 0.05 versus day 0. **k** Goblet and tuft cell markers were analyzed in colonic homogenates by qPCR. **p < 0.01; ****p < 0.0001 versus day 0. In figure, data are presented as mean ± SEM. Analyzed by one-way ANOVA with Bonferroni post hoc test or two-sided *t* test. Number of mice analyzed, from five independent litters, in each panel as follows: **a** 11 WT, 16 KO; **b** 8 per group; **c** 4 FF CON, 3 KO CON, 4 FF DSS, 6 KO DSS; **d** 14 FF, 19 KO; **e** 9 FF, 14 KO; **f** 11 FF, 12 KO; **g** *Lgr5* 9 FF, 14 KO; *Lrig1* and *Bmi1* 6 FF, 11 KO; **h** 9 FF, 14 KO; and **i**–**k** *n* = 5 per time point.

To understand the temporal kinetics of Sprouty2 regulation by colitis and how it relates to IL-33 levels, we subjected wild-type C57/Bl6 mice to the same model of DSS colitis as above (3% in drinking water for 4 days, followed by 3 days chase on standard water). We found that *Spry2* is lost in the distal colon as early as 2 days after starting DSS (Fig. 7i). Likewise, IL-33 protein (measured in epithelial scrapings) was elevated through day 4, though it returned to baseline by day 7 (Fig. 7j). Expression of goblet cell markers (*Muc2* and *Tff3*) were significantly elevated at day 4. Tuft cell markers (*Dclk1* and *Trpm5*) did not significantly change, though a trend toward increased expression was noted (Fig. 7k). These results suggest that in the presence of severe acute injury, loss of Sprouty2 tracks with increased IL-33 levels in the epithelium. However, either because of incomplete *Spry2* suppression in the tissue or because of other complexities of the colitic tissue environment, these changes are not sustained in wild-type animals.

### Sprouty2 levels are increased in human IBD

Our results in mice suggest that transient Sprouty2 downregulation by inflammation is a compensatory response to early damage signals (e.g., TNF). To consider whether this mechanism might be defective in IBD, we measured *SPRY2* expression in colon endoscopic mucosal biopsies from pediatric IBD patients with active colonic inflammation and non-IBD controls. We found elevated *SPRY2* expression in both ulcerative colitis and Crohn’s disease patients (Fig. 8a and Supplementary Table 1). These data are consistent with findings from Gamo et al. demonstrating elevated *SPRY2* expression in adult IBD patients^43^. Furthermore, in our mucosal biopsy samples, *SPRY2* levels were inversely correlated with *IL33* expression (Fig. 8b). These data suggest that, while acute inflammation can downregulate Sprouty2 to promote IL-33 (Fig. 7), in chronic disease (where *SPRY2* is elevated) this response is lost. To test whether inflammation-induced *Spry2* expression might be lost with chronic stimulation, we challenged mouse colonocytes (YAMC cells) with continuous TNF exposure for 6 days. Acutely, this produced the expected loss of *Spry2*, but by 6 days of exposure this response was lost and *Spry2* levels rebounded (Fig. 8c). This suggests that *Spry2* downregulation by TNF becomes exhausted over time. Consistent with this, in the IL-10^*−/−*^ chronic colitis model, *Spry2* is elevated in colonic homogenates from adult animals with active inflammation versus young (pre-colitic) littermates (Fig. 8d), and these mice express reduced levels of tuft (*Trpm5*) and goblet cell (*Muc2*) markers in the distal colon. A failure to downregulate Sprouty2 in response to early damage signals may be a factor in IBD development (Fig. 8e).

**Fig. 8:**
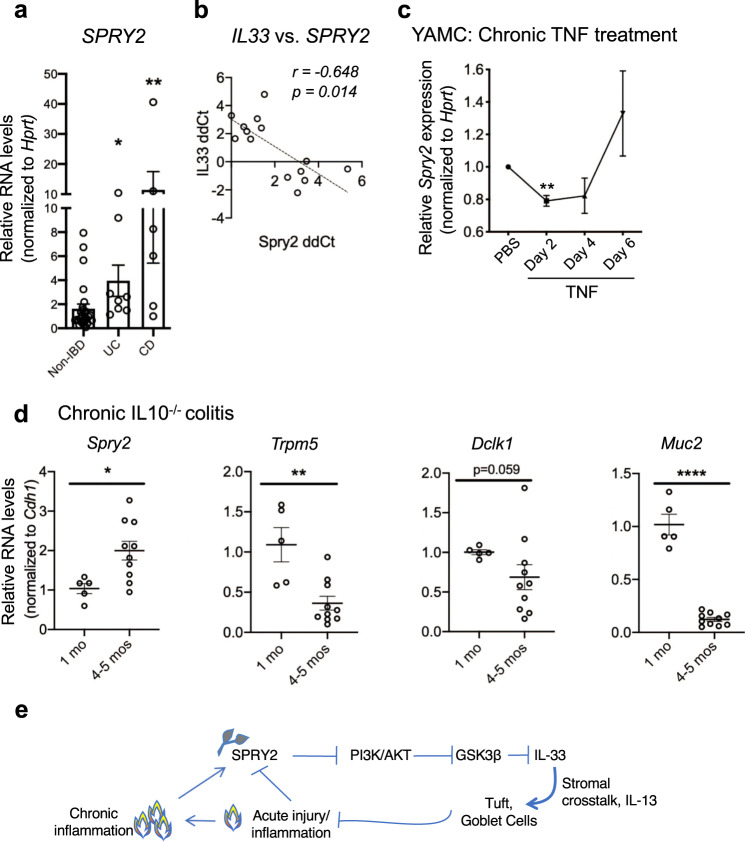
Sprouty2 is elevated in human IBD, and expression levels negatively correlate with tuft cell markers. **a** Samples from patient mucosal biopsies from uninflamed non-IBD (*n* = 27), or inflamed ulcerative colitis (*n* = 8) and Crohn’s disease (*n* = 6), were analyzed for *SPRY2* expression; *p < 0.05; **p < 0.01. Patient characteristics shown in Supplementary Table 1. **b** Correlation of *SPRY2* and *IL33* expression levels from IBD patient biopsies (qPCR, plotted as ddCt values). **c** YAMC cells treated chronically with 100 ng/ml TNF every 2 days for 6 days were measured by qPCR for *Spry2* expression; *n* = 7 independent experiments. **p < 0.01 versus PBS. **d** Distal colonic homogenates from IL10^*−/−*^ mice before onset of colitis (1 month of age; *n* = 5) and post-onset of chronic colitis (4–5 months of age; *n* = 10) were assayed by qPCR for *Spry2* and markers of tuft and goblet cells. *Spry2*, *p = 0.0176; *Trpm5*, **p = 0.0022; *Muc2*, ****p < 0.0001. In figure, data are presented as mean ± SEM. Analyzed by one-way ANOVA with Dunnett post hoc test, Pearson correlation, or two-sided *t* test. **e** Proposed model of Sprouty2 regulation of epithelial IL-33 and secretory cell development in response to colonic inflammation: Acute inflammation represses Sprouty2 expression in the epithelium. This removes basal inhibition on PI3K/Akt, leading to Akt-mediated inhibition of GSK3β, promoting epithelial IL-33 expression. Epithelial-produced IL-33 induces IL-13 in the stroma, which in turn signals back to the epithelium to promote tuft and goblet cell expansion as a compensatory mechanism to limit acute inflammation and promote injury resolution. Loss of this dynamic differentiation mechanism in the setting of chronic inflammation might potentiate disease severity.

## Discussion

Maintenance of homeostasis and effective responses to injury in the colonic epithelium require a well-regulated balance of different epithelial cell types, including stem, absorptive, and secretory cells. Epithelial-, stromal-, and immune-derived factors direct the development of these cell types^44–48^. However, the precise mechanisms that integrate these signals in the local environment to alter the cellular composition and function of the epithelium are incompletely understood.

In this study, we sought to define the role of Sprouty2 in controlling these processes. Growth factor receptor-initiated signaling, including PI3K and MAPK cascades, is indispensable for intestinal homeostasis^49^ and directs intestinal epithelial cell development and differentiation^9,11,50^. Major receptor tyrosine kinase families, such as the ErbBs and fibroblast growth factor (FGF) receptors, together with their cognate growth factor ligands, activate these cascades. In many cases, administration of the ligands (e.g., NRG1, EGF, and FGF10) alters epithelial cell differentiation and protects against injury or inflammation^10,51^. Sprouty2 can negatively regulate PI3K and MAPK cascades, and is itself regulated by growth factor signals^22,26^, typically induced as a negative feedback inhibitor to keep FGF, EGF, and other signals in check. Here, we show that it is also repressed by acute inflammation both in vitro and in vivo, and thus may play a role in regulating the colonic response to inflammation and injury. As Sprouty2 serves as an integrator and negative regulator of growth factor-induced pathways, it would be predicted that acute downregulation may exert influence on cell development and differentiation, similar to that of activating FGF receptors or ErbBs.

The use of intestinal epithelial-specific Sprouty2 deleted mice (Spry2^IEKO^) allowed us to isolate the effects of Sprouty2 loss from the broader inflammatory milieu of colitis, thus permitting us to directly test its function. Spry2^IEKO^ mice showed increased numbers of secretory tuft and goblet cells, but not enteroendocrine cells or absorptive enterocytes. We speculate this induction may be a compensatory skewing toward cell types that are protective in mouse models of colitis^4,5,52^ and in patients with IBD^53^. Under this scenario, Sprouty2 is constitutively expressed in homeostasis, but is repressed by a danger signal (e.g., TNF) to enable a rapid response to insult. In acute experimental colitis, we observed loss of *Spry2* rapidly during the injury phase (Fig. 7), which correlated with increased IL-33 levels. Subsequently, however, *Spry2* levels remained low while the increased IL-33 was not sustained. We speculate this may be due in part to the aggressive Th1-skewed immune responses following DSS injury. This environment promotes a complex and evolving set of signals that appear to eventually overcome Sprouty2’s effects on IL-33 and IL-33’s role in secretory cell differentiation. Future work with a model where Sprouty2 is constitutively expressed during inflammation will allow us to address the important question of whether failure to downregulate contributes to worsened disease.

To identify downstream mediators driving the effect of Sprouty2 loss in unchallenged mice, we screened for factors known to skew cells along the secretory lineage. This led to the finding that Sprouty2 deletion induces IL-33 production in colonic epithelial cells. IL-33 is expressed by epithelial, stromal, and immune cells, though in homeostasis epithelial expression is normally low^54,55^. IL-33 regulation has predominantly been studied in immune cells^56^ and control of its expression in the intestinal epithelial compartment is not well understood. It has documented roles as a nuclear alarmin and an intracellular regulator of gene function, as well as potentially serving as a traditional secreted cytokine^57^. We found that Sprouty2-regulated IL-33 (Fig. 3) initiated an epithelial–stromal circuit (Fig. 4), and was enriched in media from Sprouty2-null cultured colonic epithelia (Fig. 3), suggesting that it is the secreted IL-33 form functioning here. Furthermore, *Il33* was constitutively elevated in these mice and in Sprouty2-null colonoids, despite no injury markers (epithelial apoptosis or crypt shortening) at baseline (Fig. 2), suggesting that *Spry2* downregulation is a compensatory, downstream response to injury rather than a contributor to it.

Interestingly, while colons from Spry2^IEKO^ mice had a robust phenotype, this was not the case in the small intestine. The underlying mechanism is not entirely clear, but we speculate that the significantly lower baseline Sprouty2 levels in the small intestine (versus colon; Fig. 1) may already be past the signaling threshold to trigger the changes seen in the Spry2^IEKO^ colon. Alternatively, additional regulatory mechanisms or compensation may be active in the small intestine. Future studies will address possible roles of Sprouty2 in the small intestine.

The role of IL-33 in colonic disease is controversial, as some studies suggest it is pathogenic^58,59^ while others have found it is associated with improved outcomes in colitis^41,42^. These different results likely depend on the cellular source of IL-33 and timing of when the cytokine is expressed in the course of disease^60^. Our data suggest that when IL-33 is expressed in the epithelium prior to the onset of disease, it conditions the epithelium against future insult (such as the chemical damage in DSS colitis). Using colonoids from Spry2^IEKO^ and littermate controls, we show that epithelial loss of Sprouty2 directly regulates epithelial IL-33 expression and its impact on secretory cell differentiation is due to extra-epithelial interactions of the cytokine. In addition to promoting intestinal secretory differentiation, IL-33 can induce colonic epithelial wound healing via mir-320 induction^41^. Thus Sprouty2 regulation of IL-33 would be expected to have epithelial-intrinsic pro-repair effects in addition to the protective pro-secretory priming. Indeed, we find that siRNA knockdown of *Spry2* in YAMC cells accelerates restitution in a scratch wound assay (Supplementary Fig. 2), consistent with suppression of restitution in IEC-6 cells by Sprouty2 overexpression^61^. Though this current study is focused on the epithelial–mesenchymal crosstalk effects on secretory differentiation stemming from Sprouty2 deletion, in future studies it will be important to also understand the cell-intrinsic changes brought about by Sprouty2 presence or absence.

While elevated epithelial IL-33 was maintained in Spry2^IEKO^ colonoids following passage, tuft and goblet cell lineage markers were not. Furthermore, exogenous IL-33 did not induce tuft or goblet cell markers. This suggests IL-33 does not promote secretory differentiation by direct epithelial-intrinsic signaling, but rather requires interaction with stromal or recruited cells. Recent work has shown that IL-33 can activate innate lymphoid cells to produce IL-13 (refs. ^57,62^). Waddell et al. demonstrated that this cytokine then reciprocally acts on the intestinal epithelium to promote goblet cell expansion^33^. Consistent with this, we found elevated numbers of IL-13^+^ cells in Spry2^IEKO^ colons; furthermore, IL-13 but not IL-33 induced tuft and goblet cell markers in wild-type colonoids. Importantly, we also confirmed a requirement for IL-13 by treating IL-13 KO and WT mice with IL-33, showing induction of tuft and goblet markers only in WT mice.

Given the induction in IL-33 and tuft and goblet cells in Spry2^IEKO^ mice, it was surprising to not see a coordinate elevation in enteroendocrine cells on the same secretory lineage. Previous work in an IL-33 overexpression model suggested IL-33 mediated elevations in secretory populations included enteroendocrine cells^63^. However the lack of such induction in our model suggests additional variables including environmental factors (e.g., mouse genetics and microbiota), or Sprouty2 signaling modulation may play a role in specific differentiation of cell types in the secretory lineage.

In this study, we have detailed a Sprouty2-regulated intracellular signaling pathway in the colonic epithelium that influences secretory differentiation. Spry2^IEKO^ mice had elevated levels of Akt activation and phosphorylation of the inhibitory serine 9 on GSK3β. Akt mediates this phosphorylation site^38^. This suggests a model where TNF-induced loss of Sprouty2 releases baseline inhibition on Akt signaling, allowing for serine 9 phosphorylation on GSK3β and induction of IL-33. Akt activation by Sprouty2 loss may result from removal of direct inhibition of the PI3K cascade, as Sprouty2 can bind and inactivate components of this pathway^24,25^. Alternatively, gene set enrichment analysis of our RNA-sequencing dataset indicates an upregulation of K-Ras signaling in Spry2^IEKO^ colons (Fig. 6), which could also lead to increased signaling through PI3K-Akt. Future molecular studies are necessary to determine whether these effects encompass any direct actions of Sprouty2 on GSKβ, or strictly are a result of regulating intermediates, such as PI3K. In either case, for IL-33 induction, the pathway converges on GSK3β as demonstrated by the effects of CHIR99021 and LY294002 on colon cells (Fig. 6). Each inhibitor alone regulates *Il33* expression; however, the combined result (attenuation of CHIR99021’s effect by PI3K blockade) is likely due to the mechanism of GSK3β regulation, which involves inhibition by phosphorylation on Ser9 by Akt. Since CHIR99021 serves as an ATP binding competitor for GSK3β rather than a downstream interrupter of signaling, phospho-Ser9 and CHIR99021 should cooperate or synergize to yield full inhibition. Thus, we hypothesize that full inactivation of GSK3β requires Akt blockade and is not completely achieved with CHIR99021 alone at concentrations that are specific for GSK3β. Therefore, only limited (but detectable) *Il33* induction occurs with CHIR99021 when Akt is off.

Our results might indicate a role for Wnt signaling in the control of colonic IL-33, though it should be noted that GSK3β could work through other targets, and thus a Wnt connection will have to be formally tested in future studies. GSK3β and Wnt signaling are known to influence the balance of secretory cells in the intestine^64^, and our work reveals Sprouty2 as an upstream regulator controlled by inflammation and links this pathway to induction of IL-33 (Fig. 6). Previous reports have found that IL-33 influences Akt signaling^65^. However, the impact of PI3K/Akt in control of IL-33 in intestinal tissues has not previously been tested. In accord with Ivanov et al. showing that Akt promotes IL-33 signaling in human fibroblasts^66^, we found that inhibition of the PI3K/Akt cascade repressed basal IL-33 levels from the colonic epithelium. We cannot formally exclude the possibility that altered GSK3β signaling in Spry2^IEKO^ mice also provides feedback to Akt to heighten IL-33 production, but at minimum our in vitro studies do show that IL-33 is regulated by PI3K.

The epithelial switches regulating the IL-33 production in the colonic epithelium, both at homeostasis and in the context of inflammation, are not well understood. Here, we have identified Sprouty2 as an integrator of extracellular stimuli (i.e., TNF) that modulates downstream signaling pathways controlling epithelial IL-33, and thus tuft and goblet cell specification. Tuft cells regulate an inflammatory circuit when activated by parasitic infection^1^, and both tuft and goblet cells protect against colitis in mice^4,5,40^. Furthermore, when these cell types are genetically targeted in mice, experimental colitis is exacerbated. Together these observations suggest that the Sprouty2 circuit described here might be compromised in IBD, a possibility supported by our data showing a significant increase in *SPRY2* in colonic specimens from IBD patients. As some IBD patients with elevated type 2 immune response signatures (such as IL-13) have better outcomes^53^, an important next step will be to understand if Sprouty2 expression or its regulation by TNF is a valid biomarker for IBD severity.

Crohn’s disease and ulcerative colitis are in broad terms characterized by inappropriate or imbalanced activation of Th1 or Th2 immune responses. Prior work has suggested that skewing the immune system through early exposure to parasitic infection can alter the immune tone of the intestine and promote an epithelial composition that may be protective against IBD development^67–69^. Our findings suggest that priming an epithelium to an enhanced secretory tone (by deletion of Sprouty2) limits colitis severity. Interestingly however, we did not detect large scale activation of Th1, Th2, or Th17 immunity in the colons of Sprouty2 mice at baseline (Fig. 5). These findings suggest that, prior to insult, the epithelial–mesenchymal loop regulated by Sprouty2 remodels secretory differentiation without substantively altering immune function beyond ILC2s. It is intriguing to speculate that loss of Sprouty2 may shape the immune response once injury is onset, but due to the fact that elevated tuft and goblet cells are observed prior to injury, and would be predicted to suppress damage, we are unable to dissect primary effects on evolving immune responses versus secondary effects of epithelial-based protection under the current model.

Elevated Sprouty2 in IBD was an unexpected finding, as mucosal biopsies from ulcerative colitis patients (and to a lesser extent Crohn’s disease) can in some studies express elevated IL-33 (ref. ^70^). However, most biopsy samples contain epithelial, mesenchymal, and immune cells, making determination of the IL-33 source in these studies unclear, whereas Sprouty2 is primarily epithelial. Furthermore, the clinical sample set used here was small. Despite this, we observed a significant negative correlation between *SPRY2* and *IL33* levels in mucosal IBD biopsies. As IL-33 may be protective in human IBD, expanded studies correlating Sprouty2, IL-33, and colitis outcomes will be important to pursue to determine whether *SPRY2* acts as a biomarker for disease severity. Longitudinal studies to correlate *SPRY2* expression with tuft and goblet cell markers, and IBD outcomes will be an important step to test our proposed model in patients. It should be noted that these findings are only correlative, and the actual impact of IL-33 on colonic regulation depends on a number of variables. The source, processing (mature versus full-length forms), and localization of IL-33 within the colon likely play key roles in determining the outcome of its effects on tuft and goblet cell development. Specifically in this study, we have found that elevated epithelial IL-33 appears to be protective by directing an epithelial–mesenchymal signaling loop that expands tuft and goblet populations.

While it might seem surprising that *SPRY2* levels are elevated in IBD when they are suppressed in DSS colitis, our data with multiple models suggest that inhibition of Sprouty2 is lost in chronic inflammation. In acute settings, regardless of organism (TNF treatment of either human or mouse epithelia, DSS colitis in the mouse), Sprouty2 levels are suppressed (Figs. 1 and 7). In contrast, in chronic settings (long-term TNF exposure in vitro, IL-10 null mice, and human IBD), this suppression is lost (Fig. 8). This suggests that the apparent discrepancy in DSS colitis versus human IBD is not a species issue (for example, cells from both mice and humans downregulate Sprouty2 in response to TNF), but rather a question of acute signals that are exhausted over time. However, we do not know whether distinct signaling outcomes occur by altered Sprouty2 expression in the setting of chronic inflammation where competing factors may influence cytokine response and secretory cell differentiation. We cannot exclude the possibility that the complex immune environment in colitis may also activate adaptive immune responses that promote Sprouty2 expression, but we were not able to identify such factors in the current study.

In summary, we have demonstrated that Sprouty2 is an inflammation-responsive protein in the colonic epithelium that maintains a cytokine circuit to control tuft and goblet cell numbers. This represents a way in which the epithelium regulates Akt and GSK3β signaling to produce IL-33, and thus alter the composition of the epithelial barrier in a manner that attenuates colonic inflammation.

## Methods

### Study approval

All animal use and experiments received ethical approval, and were monitored by the Children’s Hospital Los Angeles Institutional Animal Care and Use Committee (Animal Welfare Assurance #A3276-01) or the Cincinnati Children’s Hospital Medical Center Institutional Animal Care and Use Committee (Animal Welfare Assurance #A3108-01). All studies complied with relevant ethical regulations for animal testing and research. Mice were housed under standard conditions with ad libitum water and chow access in the AAALAC-accredited animal care facilities at Children’s Hospital Los Angeles or Cincinnati Children’s Hospital Medical Center. Mice were exposed to a half-day light cycle and temperature and humidity-controlled environment. Human tissue was collected after receiving ethical approval for studies and written informed consent was obtained from patients’ parent or legal guardian, under approved Institutional Review Board CCI-13-00287 and CCI-09-00093 at Children’s Hospital Los Angeles. Human studies were conducted in accordance with the criteria set by the Declaration of Helsinki.

### Animal experiments

C57Bl/6 mice were obtained from Jackson Laboratory and used at age 8–10 weeks for experiments. Both male and female mice were used. Mice with an intestinal epithelial-specific deletion of Sprouty2 (VillinCre;Spry2^flox/flox^) were generated by crossing VillinCre (9 kb villin promoter construct) animals^71^ with mice harboring loxP-flanked Spry2 (Spry2^flox/flox^). VillinCre;Spry2^flox/flox^ and Spry2^flox/flox^ littermate controls aged 8–10 weeks were used for experiments. IL-13^*−/−*^ mice and BALB/c controls aged 6–12 weeks were given daily i.p. injections of 0.4 µg rIL-33 for 4 days^33^. For acute colitis, mice were given 3% (w/v) DSS in drinking water for 4 days, followed by 3 days of plain drinking water. Analysis of colonic homogenates, epithelial scrapings, or epithelial peelings are described in figure legends, as appropriate.

### Real-time PCR

RNA from cells and tissue was collected using on-column RNA isolation and purification (OMEGA Biotek), and cDNA generated with a high-capacity cDNA reverse transcriptase kit (Applied Biosystems, 4368814). Quantitative analysis of expression was performed using TaqMan assays (Supplementary Table 2) on an Applied Biosystems StepOne thermocycler. Fold change was calculated using the 2^−ΔΔCt^ method. Results are expressed as average fold change in gene expression relative to control or nontreatment group using *Hprt* or *Cdh1* as the reference gene, as appropriate.

### RNAScope in situ hybridization

Distal colonic sections were probed using RNAScope probes Mm-Spry2 (Advanced Cell Diagnostics, #425061) or Mm-Il13 (Advanced Cell Diagnostics, #312291), using the RNAScope 2.5 HD Detection system (Advanced Cell Diagnostics, #322310) according to manufacturer-provided protocol.

### Western blotting and proteome profiler

Protein lysates from cells and tissue were collected and lysed in RIPA buffer with Halt Protease inhibitor cocktail (Thermo Scientific, #1861278), and phosphatase inhibitor cocktails 2 and 3 (Sigma, P5726 and P0044)^72^. Protein concentration was determined by DC protein assay (Bio-Rad, #500). For proteome profiling, samples were analyzed according to manufacturer instructions using the Phospho-MAPK Array (R&D Systems, #893909). For western blots, 30 μg protein/condition were separated by SDS–PAGE (Thermo Scientific, NW0412A) and transferred to nitrocellulose membrane. Membranes were blocked with 5% milk and probed with 1:1000 Sprouty2 (Sigma, #AV50523) overnight at 4 °C, 1:1000 total and phospho-GSK3beta (S9; Cell Signaling, #12456 and #5558, respectively), 1:1000 total and phospho-Akt (S473; Cell Signaling, #2920 and #4060, respectively), or 1:10,000 mouse anti-Actin (Sigma, A1978) for 1 h at room temperature, followed by 1:20,000 IRDye-conjugated donkey anti-rabbit (LI-COR, #926-68023) and donkey anti-mouse (LI-COR, #926-32212) for 1 h at room temperature and quantification on an Odyssey imager (LI-COR) with Image Studio 4.0. Original scans are included in the source data file.

### ELISA

Fecal lipocalin-2 levels in distal colon fecal contents were analyzed using Mouse Lipocalin-2 DuoSet ELISA (R&D Systems, DY1857) according to manufacturer-provided instructions. IL-13 and IL-33 levels in distal colonic epithelial scrapings or IL-33 in conditioned media from cultures of peeled distal colonic epithelium were analyzed using Mouse IL-13 DuoSet ELISA (R&D Systems, DY413) or Mouse IL-33 DuoSet ELISA (R&D Systems, DY3626) according to manufacturer instructions.

### Cell lines and colonoids

For in vitro experiments, immortalized young adult mouse colon (YAMC) cells, immortalized rat small intestinal cells (IEC-6), and human colon cancer cells (HT-29) were grown to 90% confluency before use in experiments. Colonoids were generated and passaged from mouse colon and human colon using previously established protocols as follows^9,73,74^. Crypts were isolated by incubation of tissue in chelation buffer (2 mM EDTA and 43.4 mM sucrose in D-PBS) followed by shaking. Crypts were embedded in Matrigel (BD Biosciences), then overlaid with growth media for mouse (advanced DMEM/F12 [Invitrogen, #12634-010] supplemented with 2 mM GlutaMax [Invitrogen, 25030-081], 10 mM HEPES [Sigma, H0887], 1× Pen–Strep [Invitrogen, 15140-122], 1× N2 supplement [Invitrogen, #17502048], 1× B27 supplement [Invitrogen, 17504044], 10% R‐spondin conditioned media [from modified HEK-293T cell line generated by Dr. Jeffrey Whitsett at Cincinnati Children’s Hospital Medical Center], 100 ng/ml mNoggin [PeproTech, 250-38], 50 ng/ml mEGF [PeproTech, 315-09], and 3 µM CHIR99021 [PeproTech, 2520691]) or human (advanced DMEM/F12 supplemented with 2 mM GlutaMax, 10 mM HEPES, 1× Pen–Strep, 1× N2 supplement, 1× B27 supplement, 10% R‐spondin CM, 100 ng/ml hNoggin [Peprotech, #120-10X], 50 ng/ml hEGF [Invitrogen, #PHG0311], 500 nM LY-2157299 [AxonMedChem, #1491], 10 µM SB-202190 [Sigma, #S7067], 50 U/ml Gentamycin [Invitrogen, 15710064], and 0.25 µg/ml amphotericin B [Invitrogen, 109434]). Cultures were passaged every 7–10 days. Cultures were starved in basal medium (advanced DMEM/F12 supplemented with 2 mM GlutaMax, 10 mM HEPES, 1× Pen–Strep, 1× N2 supplement, and 1× B27 supplement) then treated with the indicated concentrations of murine TNF (Peprotech, #315-01), human TNF (Peprotech, #300-01), mouse IL-33 (Peprotech, #210-33), or mouse IL-13 (Peprotech, #210-13) for the time specified before collection.

### Immunofluorescence staining

Distal colon sections (5 µm), from tissue fixed with 4% formaldehyde overnight and paraffin embedded, were dewaxed and blocked with 10% goat serum for 1 h at room temperature. This was followed by incubation with primary antibody against DCLK1 (Abgent, #AP7219B, 1:100), ChgA (ImmunoStar, #20085, 1:200), Muc2 (Santa Cruz, sc-15334, 1:1000), Gata3 (Cell Signal, #5852, 1:200), Ki67 (Thermofisher, #RM-9106, 1:200), or E-cadherin (BD Biosciences, #610181, 1:500) overnight at 4 °C. Cells were washed and incubated with secondary anti-mouse Alexa Fluor-488 (Life Technologies, #A11029, 1:1000) or anti-rabbit Alexa Fluor-546 (Life Technologies, #A11035, 1:1000) for 1 h at room temperature followed by mounting with Vectashield mounting media including DAPI (Vector Labs, H-1500). TUNEL stain (Roche, #11684795910) was performed according to manufacturer instructions^75^ on distal colonic sections from DSS-treated mice. Imaging was performed on a ZEISS 710 confocal system using Zen 2009 software.

### Human tissue

Colonic tissues from endoscopic biopsies (for *SPRY2* expression analysis) or gross surgical specimens (for colonoid generation) were obtained from pediatric patients either with or without IBD at Children’s Hospital Los Angeles. Samples were placed immediately in RNALater (Thermo Fisher Scientific, AM7021) or used for colonoid generation.

### RNA sequencing and analysis

RNA isolated from distal colonic homogenates (from six Sprouty2^FF^ and six Sprouty2^IEKO^ littermates) were barcoded using Illumina index primers and sequenced on a NextSeq machine to obtain single-ended reads of 75 bp length to a depth of ~10 M reads/sample by SeqMatic LLC (San Francisco, CA). FASTQ files were pseudoaligned using kallisto^76^ to the mouse transcriptome to obtain transcript per million abundance estimates. To compare pathway enrichment, transcript abundances were summed to obtain a per-gene expression value, which was then input into GSEA 4.1.0 (ref. ^77^). Enrichment of the KRAS pathway was identified using the Hallmark database of targets^78^. Specific analysis for enrichment of ILC2 markers was performed using the GSEA algorithm against a previously identified ILC2 gene set profile enriched in intestinal tissue^31^ For immune cell estimation in colonic tissue, gene expression data (with HUGO gene symbols) were submitted to the CIBERSORT portal (http://cibersort.stanford.edu) and processed, using the LM22 signature gene file at 100 permutations^34^. Results were standardized as relative abundance of the total predicted immune cell populations.

### Statistics

Statistical analyses and plots were generated using Prism 6 (GraphPad Software). Mean ± SEM is depicted in dot and bar graphs. All data points (dots) on plots represent biological replicates. Student’s two-sided *t* test or one-way ANOVA with Tukey, Dunnett, or Bonferroni post hoc test to correct for multiple comparisons were used to determine statistical differences, as indicated in figure legends. Statistical significance was assigned to *p* < 0.05, and indicated in figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

RNA-sequencing data for the results presented in Figs. 4–6 are freely and publicly available through the NCBI Gene Expression Omnibus; the accession number is GSE160854. The authors declare that all other data supporting the findings of this study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Sprouty2 limits intestinal tuft and goblet cell numbers through GSK3β-mediated restriction of epithelial IL-33
**Source:** Nat Commun. 2021 Feb 5;12:836. doi: 10.1038/s41467-021-21113-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure 1. *Spry2* knockdown in cultured mouse colonocytes enhances wound restitution.

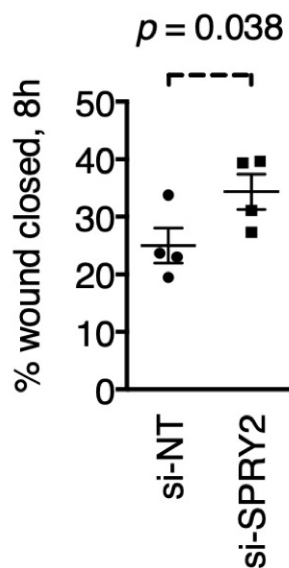

Mouse young adult mouse colon epithelial cells (YAMC cell line) were transfected with non-targeting (NT) siRNA or siRNA targeting *Spry2* (Dharmacon). 48 h later, confluent monolayers were wounded with a rotating silicone tip, and wound closure over time was tracked by time-lapse photography.  $n=4$  independent experiments. Data are presented as mean  $\pm$  SEM. Analyzed by two-sided t-test.

Supplementary Table 1

| <b>Patients</b> | <b>Avg. age (years)</b> | <b>Male (%)</b> | <b>Female (%)</b> |
|-----------------|-------------------------|-----------------|-------------------|
| Non-IBD         | 12.3 ± 5.049            | 51.9            | 48.1              |
| UC              | 13.1 ± 4.998            | 37.5            | 62.5              |
| CD              | 16.7 ± 2.875            | 66.7            | 33.3              |

Supplementary Table 2

| Taqman qPCR probes used in paper |               |         |               |
|----------------------------------|---------------|---------|---------------|
| Manufacturer                     | Gene name     | Species | Probe ID      |
| Invitrogen                       | <i>Aqp8</i>   | Mouse   | Mm00431846_m1 |
| Invitrogen                       | <i>Bmi1</i>   | Mouse   | Mm03053308_g1 |
| Invitrogen                       | <i>Car2</i>   | Mouse   | Mm00501576_m1 |
| Invitrogen                       | <i>Cdh1</i>   | Mouse   | Mm01247357_m1 |
| Invitrogen                       | <i>Chga</i>   | Mouse   | Mm00514341_m1 |
| Invitrogen                       | <i>Cxcl2</i>  | Mouse   | Mm00436450_m1 |
| Invitrogen                       | <i>Cxcl2</i>  | Rat     | Rn00586403_m1 |
| Invitrogen                       | <i>Dclk1</i>  | Mouse   | Mm00444950_m1 |
| Invitrogen                       | <i>Hprt</i>   | Mouse   | Mm03024075_m1 |
| Invitrogen                       | <i>Hprt</i>   | Rat     | Rn01527840_m1 |
| Invitrogen                       | <i>HPRT</i>   | Human   | Hs02800695_m1 |
| Invitrogen                       | <i>Il10</i>   | Mouse   | Mm01288386_m1 |
| Invitrogen                       | <i>Il1b</i>   | Mouse   | Mm00434228_m1 |
| Invitrogen                       | <i>Il25</i>   | Mouse   | Mm00499822_m1 |
| Invitrogen                       | <i>Il33</i>   | Mouse   | Mm00505403_m1 |
| Invitrogen                       | <i>Il33</i>   | Rat     | Rn01759835_m1 |
| Invitrogen                       | <i>IL33</i>   | Human   | Hs04931857_m1 |
| Invitrogen                       | <i>Lgr5</i>   | Mouse   | Mm00438890_m1 |
| Invitrogen                       | <i>Lrig1</i>  | Mouse   | Mm00456116_m1 |
| Invitrogen                       | <i>Muc2</i>   | Mouse   | Mm01276696_m1 |
| Invitrogen                       | <i>Pou2f3</i> | Mouse   | Mm00478293_m1 |
| Invitrogen                       | <i>Spry2</i>  | Mouse   | Mm00442344_m1 |
| Invitrogen                       | <i>SPRY2</i>  | Human   | Hs01921749_s1 |
| Invitrogen                       | <i>Tff3</i>   | Mouse   | Mm00495590_m1 |
| Invitrogen                       | <i>Tgfb</i>   | Mouse   | Mm01178820_m1 |
| Invitrogen                       | <i>Tnf</i>    | Mouse   | Mm00443258_m1 |
| Invitrogen                       | <i>Trpm5</i>  | Mouse   | Mm01129032_m1 |

# Supplementary material for: Sprouty2 limits intestinal tuft and goblet cell numbers through GSK3β-mediated restriction of epithelial IL-33
**Source:** Nat Commun. 2021 Feb 5;12:836. doi: 10.1038/s41467-021-21113-7
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection ABI StepOne version 2.3, Zeiss ZEN 2009, Odyssey, LICOR Image Studio 4.0

Data analysis Graphpad Prism 6, ABI StepOne version 2.3, Zeiss ZEN 2009, Odyssey LICOR Image Studio 4.0, GSEA 4.1.0, CIBERSORT v1, kallisto v0.44.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA sequencing data supporting the results presented in Figures 4, 5, and 6 are freely and publicly available through the NCBI Gene Expression Omnibus (GSE160854). Hallmark dataset used in Figure 6 is freely available from reference 78 in manuscript. ILC2 expression dataset is available from reference 31 in manuscript. The LM22 dataset used in CIBERSORT is available at the CIBERSORT portal (<http://cibersort.stanford.edu>). Source data for all figures are included in supplementary materials.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Cohort size defined based on biological variation from pilot experiments & designed to give >80% power to detect 2-fold changes in expression patterns.                                                                                                                                                                                                                           |
| Data exclusions | One data point in Figure 6F, Cxcl2 panel, was excluded after detection by ROUT analysis (with Q set to 0.1% to remove only definitive outliers).                                                                                                                                                                                                                                  |
| Replication     | In vivo experiments were replicated across samples derived from at least 3 independent litters; in vitro experiments were replicated across multiple cell lines and primary tissue through at least 3 independent experiments. Replication of in vivo and in vitro experiments between litters and multiple cell lines was successful and results are included in the manuscript. |
| Randomization   | Experimental groups (KO vs WT) were naturally randomized due to breeding scheme with sex and genotype equally distributed due to use of littermate controls                                                                                                                                                                                                                       |
| Blinding        | Investigators were blinded to experimental groups for collection of samples and sample analysis                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | DCLK1 (Abgent, #AP7219B), ChgA (ImmunoStar, #20085), Muc2 (Santa Cruz, sc-15334), E-cadherin (BDBiosciences, #610181), Sprouty2 (Sigma, #AV50523), total and phospho-GSK3beta (S9) (Cell Signaling, #12456, #5558, respectively), total and phospho-Akt (S473) (Cell Signaling, #2920, #4060, respectively), mouse anti-Actin (Sigma, A1978), Gata3 (Cell Signal, #5852), Ki67 (ThermoFisher, RM-9106), goat anti-mouse Alexa Flour-488 (Invitrogen, #A11029), goat anti-rabbit Alexa Flour-546 (Invitrogen, #A11035), IRDye-conjugated donkey anti-rabbit (LI-COR, #926-68023) and IRDye-conjugated donkey anti-mouse (LI-COR, #926-32212).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Validation      | <p>Antibodies are well-characterized with documented validation from commercial vendors on applicability to western blot or immunofluorescence as used in the manuscript. Antibodies have previous publications documenting validity in mouse and humans, as used in this manuscript. Manufacturer has validated DCLK1 (Abgent, #AP7219B) reactivity with mouse and its use in intestinal murine tissue for IF in documented in PMID 19879217. Manufacturer has validated ChgA (ImmunoStar, #20085) reactivity in mouse and its use in intestinal murine tissue for IF is documented in PMID 22001866. Manufacturer has validated Muc2 (Santa Cruz, sc-15334) and its use in intestinal murine tissue for IF is documented in 24292484. Manufacturer has validated E-cadherin (BDBiosciences, #610181) reactivity in mouse and its use in IF staining. Manufacturer has validated Spry2 and Actin (Sigma, AV50523, A1978) reactivities in mouse and their use in western blotting. Manufacturer has validated total and phospho-GSK3beta (S9) (Cell Signaling, #12456, #5558, respectively), &amp; total and phospho-Akt (S473) (Cell Signaling, #2920, #4060, respectively) reactivities in mouse and their use in western blotting. Manufacturer has validated Gata3 (Cell Signal, #5852) reactivity in mouse and its use in IF. Ki67 (ThermoFisher, RM-9106) has previously published usage in mouse for immunostain (PMID 18790560).</p> <p>Immunofluorescent staining and western blots showed relatively little background noise and proteins were detected at expected kDa sizes on western blots.</p> |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | YAMC (young adult mouse colon) cells are an immortalized murine colon cell line and were obtained from the original investigator creating the line (Robert Whitehead). IEC-6 (rat intestinal cells) are an immortalized small intestinal rat cell line and were obtained from ATCC. HT-29 cells (human colon cells) are a cell line derived from human colon adenocarcinoma and were obtained from ATCC. |
| Authentication                                                    | YAMC were used from frozen stocks tested for the presence of the immorto-transgene used to generate the line. IEC-6 and HT-29 cells were validated by ATCC and STR testing.                                                                                                                                                                                                                              |
| Mycoplasma contamination                                          | Cell lines tested negative for mycoplasma.                                                                                                                                                                                                                                                                                                                                                               |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                                                                                                                                                                                                                                                          |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice; C57Bl/6, Sprouty2-Floxed, VillinCre, IL10KO, BALB/c, and IL-13KO strains were used at an equal male/female mix used at similar ages as specified in the manuscript. Specifically, mice aged 8-10 weeks were used for all in vivo studies except IL10-KO (used at either 1 month of age or 4-5 months of age), and BALB/c and IL-13KO mice (used at 6-12 weeks of age). |
| Wild animals            | Study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                          |
| Field-collected samples | No field-collected samples were used in the study.                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | All animal use was approved and monitored by the Children's Hospital Los Angeles Institutional Animal Care and Use Committee (Animal Welfare Assurance #A3276-01) or the Cincinnati Children's Hospital Medical Center Institutional Animal Care and Use Committee (Animal Welfare Assurance #A3108-01).                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                      |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Non-IBD patients were an average age of $12.3 \pm 5.049$ (51.9% male/48.1% female)<br>UC patients were an average age of $13.1 \pm 4.998$ (37.5% male/62.5% female)<br>CD patients were an average age of $16.7 \pm 2.875$ (66.7% male/33.3% female) |
| Recruitment                | Patients were recruited on routine biopsy.                                                                                                                                                                                                           |
| Ethics oversight           | Human tissue was collected after receiving ethical approval for studies and written informed consent was obtained, under approved Institutional Review Board CCI-13-00287 and CCI-09-00093, respectively, at Children's Hospital Los Angeles.        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

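RNA of full-thickness distal colon from 12 mice, 6 Spry2IEKO and 6 Spry2FF, was measured, and genotype, litter and sex were taken from the deposited labels. The authors pseudoaligned the reads with kallisto v0.44.0 to the mouse transcriptome and obtained TPM. The deposited signal of each transcript is TPM scaled between mice, since the totals of the 12 mice differ. The deposited table also gives a p-value and a q-value for each transcript from a test of the authors that the paper does not describe, and these were read only for comparison. Plans had been written for TPM, and the same tests were kept for the scaled signal.

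The table holds 113974 entries for 113193 transcripts, of which 781 repeat a transcript and were dropped. Entries of 26 genes whose names had turned into dates were renamed through their Ensembl identifiers. Transcripts without a gene name made up at most 0.0608% of a mouse's total. Values were summed to 35241 gene symbols, of which 24755 were above 0 in some mouse, and 35035 symbols had a position in GENCODE M21 on GRCm38. Read depth is not part of the values, and a value of 0 is only reported as listed at 0. The table has no entry for Xist, so sex was checked by the Y-linked genes alone.

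Genes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, two-sided, Benjamini-Hochberg adjustment) on log2(signal + 0.5) for genes with a mean of at least 0.5. Lists were tested by a running sum with weight 1 over genes with a mean of at least 0.1, ranked by the signal-to-noise ratio with an SD of at least 0.2 of the mean, and by limma's camera and fry. Two-sided p-values of the running sum came from 10000 random lists, which treat genes as independent. Scores per mouse and single genes were compared by exact permutation of the mice. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used. The count of genes and the enrichment scores were also computed for 100 splits of the mice.

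The limma comparison was tested on simulated data with the means and spreads of these 15880 genes in 6 mice against 6. With 200 genes changed by 1 on the log2 scale, 68.5% of the changed genes passed, 5.52% of the calls were wrong, and the median recovered change was 1.00. Noise was drawn for each gene separately, which leaves out correlation between genes, so these rates need not hold in these mice. Of 200 random lists in simulated rankings of fewer genes, with fewer draws for each p, 7.5% had a running-sum p under 0.05. The exact permutation test was checked against SciPy.

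The lists were ILC2 markers with a shorter core list, a K-Ras list, transcripts induced by ERK signaling (MAPK feedback), the cytokines of Fig. 5a–c, 9 classes of immune cells, and lists for tuft, goblet, enteroendocrine, stem, absorptive, smooth muscle, fat, skeletal muscle and proliferating cells. A second fat list, a brown fat list, a list of lymphoid follicle genes and a second mast cell list were written after the fat, B cell and mast cell values had been seen, and before those of their own genes were. The ILC2 list stands in for the signature of the paper's reference, the K-Ras list was recalled and not checked, and CIBERSORT was not run. Genes named in the text are those the paper names, those legible in the first part of the heat map of Fig. 6d, for which values alone are given, members of the lists with the largest changes, and, of the genes past the threshold of limma and changed the same way in both litters, the 5 with the largest rise and the 5 with the largest fall. Others are said to be chosen after their values were seen.

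Alternatives were the pseudocount, the filter on low values, litter and sex as covariates, each litter or females alone, quantile normalization, other rankings and weights, camera and fry, rank sums, permutation within litters, and leaving out each mouse. Tests for counts were not run, since the values are not counts. Some items are not reported here.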

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

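Of the tests in this part, those of the mast cell list without Cma1 and of its difference between litters, of litter and sex for the genes past the threshold of limma, and of neighbouring and overlapping genes were chosen after the results were seen. The tests with the second fat, brown fat, lymphoid follicle and second mast cell lists were also not planned. They were chosen after the fat, B cell and mast cell patterns were seen in the same mice, though before the values of the genes of these lists were.

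In each group of 6 mice, a mouse was singled out when its gap to the nearest other mouse exceeded Dixon's critical share of the range of the group. This held in 18 of 147 groups, where chance gives about 1 in 20, and groups of related genes are not independent. In normalized TPM, Areg was 40.6 in Spry2IEKO replicate 12 (8.03 to 12.1 in the others) and 37.0 in Spry2FF replicate 9 (16.5 to 20.6). In Spry2IEKO replicate 12, Sh2d6 was 18.4 (6.01 to 8.26), Clec2e 16.4 (8.17 to 10.8) and Srrd 32.2 (20.1 to 24.5). In Spry2FF replicate 7, Lrig1 was 53.2 (41.3 to 44.5) and Hps4 15.5 (8.63 to 11.1). In Spry2FF replicate 3, Tgfb1 was 14.1 (5.33 to 8.58) and Il6 0.143 (0 to 0.0522), and in Spry2IEKO replicate 8, Il6 was 0.480 (0 to 0.138). Tnf was 2.36 in Spry2IEKO replicate 4 (0.531 to 1.21). The goblet score was -0.795 in Spry2IEKO replicate 8, the only male of that genotype, and 0.55 to 1.31 in the others. The absorptive score was -0.338 in Spry2FF replicate 7 and 0.204 to 0.524 in the others. No technical or biological explanation of these single mice was tested. Clec2e, Srrd and Hps4 were chosen after their values were seen.

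Fat genes stood out in single mice. Cidea was 31.2 in Spry2IEKO replicate 5 (0 to 0.988 in the others), and Adipoq was 6.44 in Spry2FF replicate 2 (0 to 1.95). Adipoq reached 57.8 and 70.8 in Spry2IEKO replicates 4 and 5. Of 11 detected genes of a second fat list, 10 were highest in these 2 mice, where 1.52% would be by chance. This is consistent with pieces of fat in these samples. Of 4 detected brown fat genes, 0 were highest in both. Both are Spry2IEKO mice of litter A. The fat score differed between genotypes by 1.46 in litter A and by -0.367 in litter B (exact permutation test over all mice, p = 0.381), which leaves an effect of the genotype on fat open.

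Cd79a was 85.5 in Spry2IEKO replicate 4 (1.39 to 29.9 in the others), and it ran from 0.0832 to 42.4 in Spry2FF mice. Of 8 detected genes of follicle stroma, high endothelium and follicle epithelium, 6 had at least 4 of their 5 highest mice among the 5 mice with the highest B cell score, where 4.55% would by chance. Different amounts of lymphoid follicle in the pieces may therefore be behind the spread of B cell genes, and a biological difference between mice stays open.

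The difference in the mast cell score between genotypes was smaller in litter A than in litter B by a difference of -0.804 (permutation of the litters, p = 0.005, the smallest they can give). Over the 21 lists tested in this way its adjusted p was 0.105. The mast cell list without Cma1 was no longer past the threshold (exact permutation test, p = 0.318), but its difference was -0.351 in litter A and 0.878 in litter B. It differed between litters too (permutation of the litters, p = 0.005, the smallest they can give), while Cma1 rose more in litter A (2.39) than in litter B (1.41). This argues against Cma1 alone as the cause of the larger difference in litter B, and whether Cma1 alone lies behind the difference over all mice stays open. A second mast cell list was above the Spry2FF median in 6 of 6 Spry2IEKO mice, but its test (exact permutation, p = 0.0952) did not reach the threshold set for it, and with 6 mice against 6 this leaves more mast cells open. An effect of the genotype on mast cells was not tested apart from these lists.

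Some of the 5 genes past the threshold of limma are not discussed in the paper. The log2 fold change was -1.25 for B4galnt2 (ENSMUSG00000013418, chromosome 11, 95865943 to 95914891; adjusted p = 0.00229 by limma), 1.90 for Cma1 (adjusted p = 0.035 by limma) and 1.48 for Myo18b (ENSMUSG00000072720, chromosome 5, 112688876 to 112896362; adjusted p = 0.043 by limma). For each of these, all 6 Spry2IEKO mice lay on one side of all 6 Spry2FF mice. Within the groups, Cma1 was 9.06 in Spry2FF replicate 10 (3.33 to 5.17 in the others) and Myo18b 5.12 in Spry2IEKO replicate 8 (2.18 to 2.69). With 1 mouse left out at a time, B4galnt2 passed in 12 of 12 cases, Cma1 in 2 and Myo18b in 1. Without Spry2IEKO replicate 11 the adjusted p by limma was 0.125 for Cma1 and 0.151 for Myo18b. Only 2 of 100 splits of the mice, the real one included, gave as many genes. With litter and sex as covariates, the largest unadjusted p of the 5 genes by limma was 8.88e-05. These genes had been chosen for their low p in the same mice. Litter, with 3 mice of each genotype in each, could not shift the difference between genotypes. The value therefore argues only against sex as the whole cause, and of the 5 only B4galnt2 then passed the adjusted threshold. Myo18b lies near Tfip11, Srrd and Hps4 on chromosome 5, all of them chosen after their values were seen. Hps4 (log2 fold change 0.66, unadjusted p = 0.00162 by limma) was not among the genes searched for neighbours below. Of 45 genes with an unadjusted p under 0.001, 5 lay within 1 Mb of another, and a share of 0.226 of 10000 random draws had as many. That gives no excess over the genome within 1 Mb. B4galnt2 and Etv4 both lie on chromosome 11, but more than 1 Mb apart, and were not counted as neighbours. The count does not exclude a linked chromosome segment at 1 place or a longer one. Such a segment stays open because it would be inherited with the genotype. Of 4 pairs of such neighbours, 3 do not overlap, which argues against reads shared between overlapping genes for these. The deposited q-value of the authors was under 0.05 for 1 of 40406 transcripts, that of B4galnt2, at 0.00283. Cre is carried by Spry2IEKO mice alone, so its own effect was not separated from that of the deletion.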

How the results depend on the processing

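The rankings by limma t without litter and sex, the covariates for fat and B cells, the mast cell list without Cma1, the principal transcripts, the repeated entries kept and the exchange of Spry2FF replicate 3 with Spry2IEKO replicate 6 were chosen after the data were seen, and the other alternatives before the data were examined. Where a change is given below, the cause was not tested, unless fewer mice or more genes tested are named with it. No paired analysis was possible because the replicate numbers of the 2 genotypes are not shared, and litter was used as a covariate instead. The test for counts was not run, since the values are not counts.

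The ILC2 enrichment score kept its direction in all alternatives. By gene permutation it came past the threshold unweighted (0.294, p = 0.0307), in females alone (0.502, p = 0.035) and with the exchange (0.638, p = 0.0005). It did so by limma camera, at 0.0455. It ranged from 0.403 to 0.601 with 1 mouse left out, past the threshold in 5 of 12 cases. The core list gave 0.485 (gene permutation, p = 0.309).

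The K-Ras enrichment score stayed past the threshold in 8 of 9 alternatives of the ranking, the list or the mice that were fixed in advance, in all 12 cases with 1 mouse left out (0.318 to 0.452), and by limma camera. By gene permutation it did not in litter B alone (0.202, p = 0.713) or with the fat score as a covariate (0.243, p = 0.0993), and with fat and B cell scores it reversed (-0.228, p = 0.208). It did in the same ranking without a covariate (0.339, gene permutation p = 0.0003) and with the B cell score alone (0.330, gene permutation p = 0.0005). It did not by limma fry, at 0.339. The MAPK feedback score stayed past it except for signal-to-noise on the log2 scale (0.591, gene permutation p = 0.0546), and ranged from 0.532 to 0.687 with 1 mouse left out.

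Of the scores per mouse, the ILC2 and K-Ras scores changed neither direction nor side of the threshold under any alternative. With 1 mouse left out the ILC2 difference ranged from 0.134 (without Spry2IEKO replicate 4) to 0.413 (without Spry2FF replicate 3), and the K-Ras difference from 0.0733 (without Spry2IEKO replicate 4) to 0.300 (without Spry2IEKO replicate 12). The MAPK feedback score ranged from 0.314 to 0.566 with 1 mouse left out and came past it without Spry2IEKO replicate 12 (0.566, exact permutation p = 0.013).

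The count of immune classes past the threshold, 1, became 0 within litters, with a pseudocount of 0.1 or 1 and without Cma1. It was also 0 in females alone, where the design let no single class pass. With 1 mouse left out it was 0 to 1, and 0 in 9 of 12 cases. The count of cytokines stayed at 0, though in females alone and within litters the design let no single gene pass.

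The 5 differentially expressed genes of limma became 1 without a filter, where more genes were tested, 1 with sex, 1 with litter and sex, 1 in litter A and 1 in litter B, 2 in females, where fewer mice were compared, 2 after quantile normalization, and 0 with the exchange, where 974 genes had an unadjusted p under 0.05. With 1 mouse left out the count was 1 to 11, and 11 without Spry2IEKO replicate 8. B4galnt2 was among them in all 12 of these cases, but not in litter A or litter B alone. With litter as a covariate the count was 6, with 4 of the 5 genes, and Etv4 was not among them (adjusted p = 0.0532 by limma). Etv4, Cma1 and Myo18b each lost the threshold with sex as a covariate. Quantile normalization shifted the median log2 change of all genes from 0.01 to -0.02.

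Spry2 stayed lower in Spry2IEKO mice throughout, from -0.55 to -0.44 in alternatives fixed in advance, from -0.51 to -0.41 with 1 mouse left out, and -0.28 with the exchange.

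Log2 changes of some single genes reversed. Lgr5 was 0.08 and became -0.0809 with sex, -0.0809 with litter and sex, -0.201 in females and -0.108 with the exchange, and it ranged from -0.0126 (without Spry2FF replicate 3) to 0.199 with 1 mouse left out. Aqp8 was -0.05 and became 0.0620 with sex, 0.0620 with litter and sex, 0.371 in litter B, 0.0508 in females and 0.172 with the exchange. It ranged from -0.221 to 0.112 with 1 mouse left out, above 0 without Spry2IEKO replicate 4, 5 or 6. Car2 was -0.02 and became 0.0242 in litter B, and with 1 mouse left out it ranged from -0.102 (without Spry2IEKO replicate 12) to 0.0628 (without Spry2IEKO replicate 4). In litter B alone, Retn was -1.31 (1.04 over all mice), Cidea -0.26 (1.05), Adipoq -1.01 (1.61), Tgfb1 -0.0746 (0.21) and Il12a -0.17 (0.43). Depth is unknown, so no limit from depth could be given.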

Differences from the paper's values

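Values of the paper's Fig. 5 were read by eye, and both sides are mean TPM per group. Those of the re-analysis are sums over all transcripts of a gene. A mean is counted as different when the gap is larger than the SD between the mice of this re-analysis and the larger value is more than 1.5 times the smaller. Gaps of more than that ratio within the SD, and so not counted, were present for Il17f in Spry2IEKO mice and Il12a in both groups, given below, and for Ifng and Il10 in Spry2FF mice, Il2 and Il21 in Spry2IEKO mice and Il6 in both groups. Alternatives fixed before the data were examined were females alone, within litters, the log scale, rank sums and each mouse left out. Of these, only females alone and leaving out a mouse of the same group can change a group mean, and in Spry2IEKO mice females alone are the same mice as without Spry2IEKO replicate 8. The others leave it as it is by construction and test nothing here, so only those that can change a mean are counted below. The alternative with principal transcripts only, and the one in which Spry2FF replicate 3 and Spry2IEKO replicate 6 are also exchanged, were chosen after seeing the values.

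For Tgfb1, the paper's mean in Spry2FF mice is about 4.8 in Fig. 5c, read by eye, and the value here is 8.67. In Spry2IEKO mice the paper's is about 5.1 in Fig. 5c, read by eye, and the value here is 10.7. In Spry2FF mice, females alone and each mouse of the group left out still differ. In Spry2IEKO mice they differ too, except that without Spry2IEKO replicate 5, 6 or 11 the means are 11.0, 10.1 and 11.0, still more than 1.5 times the paper's, and only the wider SD (5.99, 5.81 and 5.99) keeps them from being counted. Principal transcripts only, chosen after seeing the values, gave 4.82 and 5.01.

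For Il4, the paper's mean is about 0 in both groups in Fig. 5b, read by eye, and the values here are 2.83 in Spry2FF and 2.39 in Spry2IEKO mice, which still differ in females alone and with each mouse of the group left out. Principal transcripts only, chosen after seeing the values, gave 0 in both groups.

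For Il17f, the paper's mean in Spry2FF mice is about 0.063 in Fig. 5c, read by eye, and the value here is 0.418. Females alone (0.340) fall within their SD of 0.318 and are not counted as different, while the means with each mouse of the group left out are. Principal transcripts only, chosen after seeing the values, gave 0.0883, and 0.0636 with the 2 mice exchanged. In Spry2IEKO mice the paper's is about 0.025 in Fig. 5c, read by eye, and the value here is 1.095, which is not counted as different only because the SD between mice is 1.32. Principal transcripts only, chosen after seeing the values, gave 0 there, and 0.0246 with the 2 mice exchanged. For Il12a the paper's mean is about 0.18 in Spry2FF and about 0.15 in Spry2IEKO mice in Fig. 5a, read by eye, and the values here are 0.448 (SD 0.626) and 0.771 (SD 0.810), not counted as different for the same reason. Principal transcripts only, chosen after seeing the values, gave 0.126 and 0.195, and 0.176 and 0.145 with the 2 mice exchanged.

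For Il23a, the paper's mean in Spry2FF mice is about 0.15 in Fig. 5c, read by eye, and the value here is 0.425. Without Spry2FF replicate 7 (0.403, SD 0.260) or 9 (0.413, SD 0.265) the gap falls within the SD, and it is counted as different in females alone and without each of the other 4 mice of the group. In Spry2IEKO mice the paper's is about 0.092 in Fig. 5c, read by eye, and the value here is 0.407, which still differs in females alone and with each mouse of the group left out. Principal transcripts only, chosen after seeing the values, gave 0.154 and 0.0907.

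For Ifng, the paper's mean in Spry2IEKO mice is about 0.018 in Fig. 5a, read by eye, and it is listed at 0 here in every Spry2IEKO mouse, so that no alternative fixed beforehand could change it. With principal transcripts only and the 2 mice exchanged, chosen after seeing the values, it was 0.0181.

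The enrichment scores have no SD and are counted as different by the ratio or the sign alone. The lists here are not the paper's. For the ILC2 signature the paper's score is about 0.53 in Fig. 4d, read by eye, and the value here is 0.463, which among the alternatives fixed beforehand differs only unweighted (0.294). For the K-Ras list the paper's is about 0.41 in Fig. 6d, read by eye, and the value here is 0.393, which among them differs only unweighted (0.139) or in litter B alone (0.202).

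The paper states that an ILC2 signature is enriched (Fig. 4d), and the list used in its place had a score in the same direction with a gene permutation p of 0.0625. The unweighted running sum, females alone, limma camera, and leaving out Spry2FF replicate 2, 3 or 10 or Spry2IEKO replicate 6 or 11 brought it past the threshold, as did the exchange, which was chosen after seeing the values. The paper states that the major leukocyte and lymphocyte types its immune gene set can detect did not differ significantly in relative abundance (Fig. 5g). That is a different method and not the same quantity as the lists here, of which the mast cell list had an adjusted p of 0.039 by the exact permutation test. It did not pass within litters, with a pseudocount of 0.1 or 1, or in 9 of 12 cases with 1 mouse left out.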

Other observations

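Of the tests in this part, those of goblet and tuft genes against absorptive genes, those with the fat and B cell scores as covariates, that of the Il4 transcript and the 3 tests of the 2 mice of Fig. 5a–c were chosen after the results were seen.

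By limma, 5 of 15880 genes passed an adjusted p of 0.05, 4 higher and 1 lower in Spry2IEKO mice, and 981 had an unadjusted p under 0.05. The genotypes did not overlap in 64 genes, or 0.403%, where chance gives 0.216%. Of 100 splits of the mice, 88 gave 0 genes by limma, with a median of 685.5 genes at an unadjusted p under 0.05, and 25 had as many as the real split. The other split with at least 5 genes gave 140. It put 3 Spry2IEKO mice in each group, 4 mice of litter A in one, and all 5 mice with the highest B cell score in one.

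The enrichment scores were as large in 30 of 100 splits for the ILC2 list, in 22 for the K-Ras list and in 6 for the MAPK feedback list, the real split included. The p from random lists, which treat genes as independent, were lower than these shares. For the K-Ras list, different amounts of fat and lymphoid tissue in the pieces could contribute, since with both scores as covariates its p was 0.208. The B cell score alone left it past the threshold (0.330, gene permutation p = 0.0005), and so did the same ranking without a covariate (0.339), which argues against lymphoid tissue alone. The fat list was written after Fig. 6d had been seen and shares 2 genes with the K-Ras list, and the mice with most fat signal are both Spry2IEKO, so a part of any effect of the genotype is taken away with it. An effect of the genotype stays open. The MAPK feedback list kept its direction in the same ranking (0.505, gene permutation p = 0.0407).

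The paper reports tuft and goblet cells by other assays, and whether these mice were among those counted was not examined. The goblet score was higher by 1.25 in Spry2IEKO mice (exact permutation test, p = 0.0108; 5 of 6 mice above the Spry2FF median), with 1.31 in litter A and 1.19 in litter B. The tuft score was higher by 0.680 (exact permutation test, p = 0.0281; 5 of 6 mice), with 0.663 in litter A and 0.696 in litter B. The p of these and the other lists for cells outside the immune classes are not adjusted for the 9 lists tested. A larger share of epithelium would raise absorptive genes too, but goblet genes rose over them (exact permutation test, p = 0.013), and so did tuft genes (exact permutation test, p = 0.0368). Among females alone the difference was 107% of that over all mice for goblet genes and 103% for tuft genes, which argues against the sex ratio of the groups. The only Spry2IEKO male, replicate 8, lay within the range of the Spry2FF males. Its goblet score was -0.795 (-1.42 to -0.105 in Spry2FF males) and its tuft score -0.366 (-1.25 to 0.208). With 1 such male, a difference among males cannot be judged. A hypothesis is that goblet and tuft transcripts are higher with the genotype, which was found and tested on the same mice. Muc2 (1246 ± 162 against 864 ± 108, SD, n = 6 each) was above all Spry2FF mice in 6 of 6 Spry2IEKO mice, with an adjusted p of 0.16 by limma. Log2 changes were 0.73 for Zg16, 2.40 for Retnlb, 0.43 for Tff3, 0.44 for Dclk1, 0.56 for Trpm5, 0.50 for Pou2f3, 1.31 for Rgs13 and 1.26 for Sh2d6, with adjusted p from 0.24 to 0.826 by limma. Il33 had a log2 change of 0.40 (adjusted p = 0.653 by limma; exact permutation test of the means, p = 0.0152), with 0.50 in litter A and 0.30 in litter B.

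The other scores differed by 0.591 for enteroendocrine (exact p = 0.123), -0.346 for stem (exact p = 0.465), -0.476 for absorptive (exact p = 0.199), -0.277 for smooth muscle (exact p = 0.632), 0.547 for fat (exact p = 0.381), -0.819 for skeletal muscle (exact p = 0.0455) and 0.145 for proliferating cells (exact p = 0.714). For skeletal muscle the exact permutation p was 0.06 when mice were exchanged only within their litters. The absorptive, smooth muscle, fat and proliferation scores went opposite ways in the 2 litters. Il25 was listed above 0 in some mice of both genotypes (0.0903 and 0.0619 on average).

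Il4 was above 0 in all mice through 1 noncoding transcript of 541 bases, at 1.54 to 4.13, while the other 3 transcripts summed to at most 0.534. Of its 511 words of 31 bases, 0% occur in transcripts of other genes, which argues against reads shared with other genes. Whether it reflects a real noncoding transcript was not tested further.

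The means of Fig. 5a–c, read by eye, were set against the principal transcripts under every grouping of the mice into 6 and 6. The grouping with Spry2FF replicate 3 and Spry2IEKO replicate 6 exchanged came closest, at a distance of 0.0197 SD, against 0.135 SD for the next and 0.241 SD for the labels, which took place 45. An error in reading the means from the figure would not single out 1 grouping in this way. All 4 checks, of Spry2 and of Y-linked genes in each of the 2 mice, go with the labels, which argues against wrong labels of these mice. Across 36581 transcripts, which are not independent replicates, the size of the authors' deposited test correlated at 0.686 (Spearman) with the difference by the labels and at 0.396 with the exchange, a difference of 0.289, so the exchange is not in that test. A candidate explanation that stays open is an exchange of these 2 mice in the plot alone, and no biological explanation was tested. All values here follow the labels.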
